# Inhibition of anti-tumor immunity by melanoma cell-derived Activin-A depends on STING

**DOI:** 10.3389/fimmu.2023.1335207

**Published:** 2024-01-18

**Authors:** Katarina Pinjusic, Giovanna Ambrosini, Joao Lourenco, Nadine Fournier, Christian Iseli, Nicolas Guex, Olga Egorova, Sina Nassiri, Daniel B. Constam

**Keywords:** cancer, intercellular communication, scRNA-seq, profiling, knockdown, activin, interferon, STING

## Abstract

The transforming growth factor-β (TGF-β) family member activin A (hereafter Activin-A) is overexpressed in many cancer types, often correlating with cancer-associated cachexia and poor prognosis. Activin-A secretion by melanoma cells indirectly impedes CD8^+^ T cell-mediated anti-tumor immunity and promotes resistance to immunotherapies, even though Activin-A can be proinflammatory in other contexts. To identify underlying mechanisms, we here analyzed the effect of Activin-A on syngeneic grafts of *Braf* mutant YUMM3.3 mouse melanoma cells and on their microenvironment using single-cell RNA sequencing. We found that the Activin-A-induced immune evasion was accompanied by a proinflammatory interferon signature across multiple cell types, and that the associated increase in tumor growth depended at least in part on pernicious STING activity within the melanoma cells. Besides corroborating a role for proinflammatory signals in facilitating immune evasion, our results suggest that STING holds considerable potential as a therapeutic target to mitigate tumor-promoting Activin-A signaling at least in melanoma.

## Introduction

Therapies that enhance the ability of the immune system to recognize and eliminate cancer cells have significantly improved patient survival across some but not all tumor types (1). Ongoing clinical efforts to boost anti-tumor immunity include targeted delivery of agonists of the stimulator of interferon response cGAMP interactor (STING) pathway (2). However, chronic activation of this and other pro-inflammatory signals such as interferon (IFN)-γ can lead to tolerogenic responses and immune evasion (2–5). The efficacy or durability of available immunotherapies thus is limited by primary or acquired therapy resistance in a large proportion of patients. Mechanisms of resistance include the paucity of tumor antigens or their inefficient presentation to immune cells, resistance to T cell-mediated killing, and T cell exclusion that can be mediated by immunosuppressive cells in the tumor microenvironment (TME), inhibition of dendritic cell (DC) maturation or recruitment, downregulation of proinflammatory cytokines, or upregulation of immune checkpoint receptors and their ligands or other inhibitory factors (3, 4). In addition, chronic inflammation of tumors evading immune-mediated elimination frequently reprograms the microenvironment to provide a panoply of factors that stimulate tumor vascularization and cancer cell survival, proliferation, and migration, thereby promoting disease progression instead of tumor immune surveillance.

Activin-A, a secreted TGF-β related protein encoded by the *INHBA* gene, binds to complexes of cognate activin receptors (ActR)-IIA or -IIB with ActR-IB (also known as ALK4), or with the lower affinity type I receptor ActR-IC (also known as ALK7 or ACVR1C) (6). These proteins are encoded by *ACVR2A*, *ACVR2B*, and *ACVR1B or ACVR1C*, respectively. Receptor binding enables the phosphorylation and nuclear translocation of the transcription factors SMAD2 and SMAD3, as well as non-canonical signal transduction mediated by phosphoinositide 3-kinase (PI3K) and mitogen-activated kinase (MAPK) pathways (7, 8). Activin-A can be secreted by numerous cell types, including cells of the innate and adaptive immune systems, where it can promote or inhibit immune responses, depending on the cell state (9). Activin-A signaling can also inhibit or promote tumor progression, depending on the tumor type and its context (10–12). Elucidating tumor-promoting functions of *INHBA* and their underlying mechanisms is important, because increased expression and elevated circulating Activin-A levels in various cancer types correlate with poor prognosis and with cancer-associated cachexia (13–15). In addition, several recent studies implicate Activin-A in facilitating tumor immune evasion and immunotherapy resistance. In particular, overexpression of *INHBA* in syngeneic grafts of mouse B16-F1 or YUMM3.3 mouse melanoma, or inhibition of endogenous Activin-A in syngeneic iBIP2 melanoma grafts by a ligand trap revealed that Activin-A secretion by the cancer cells stimulates both primary and metastatic tumor growth specifically in immunocompetent hosts, but not in *nu/nu* or *Rag1* ^-/-^ mice lacking adaptive immunity (16, 17). Immune profiling of these preclinical melanoma models by flow cytometry, together with T cell depletion experiments and adoptive cell transfers showed that Activin-A inhibits anti-tumor immunity by attenuating CD8^+^ T cell infiltration, correlating with diminished secretion of the chemokines CXCL9 and CXCL10 by myeloid cells. By contrast, the activation of cytotoxic T cells by antigen *in vitro* and their cytotoxicity after adoptive cell transfer were not inhibited, confirming that Activin-A impaired their function indirectly (17). Immunosuppressive Activin-A signaling in melanoma and possibly other cancers is likely clinically relevant because elevated *INHBA* expression correlates with resistance to immune checkpoint blockade (ICB) therapy in melanoma patients and impairs the response to both ICB and T cell-based immunotherapy in mouse melanoma grafts (17). In keeping with a role in promoting tumor immune evasion, *INHBA* overexpression in keratinocytes in a transgenic model of skin squamous cell carcinoma has been shown to alter the TME by enriching immunosuppressive macrophages and regulatory T cells at the expense of skin-resident γδ T cells (18, 19). In addition, recent studies using single-cell and spatial transcriptomics analysis of basal cell carcinomas have identified Activin-A as a tissue remodeling factor in the invasive niche and as a biomarker for an immunosuppressive TME with CD8 T cell exclusion in ICB-resistant patients (20, 21). Together, these findings established Activin-A as an important TME remodeling factor that promotes tumor immune evasion and resistance to ICB therapy. However, a comprehensive analysis of the TME composition and transcriptome changes induced by Activin-A in cancer is lacking.

Here, we used the syngeneic mouse melanoma model YUMM3.3 and single-cell RNA sequencing (scRNA-seq) analysis to interrogate the changes induced by *INHBA* overexpression in tumor cells. Besides identifying cell types in the TME that respond to Activin-A, our analysis shows that Activin-A-induced melanoma growth involves the STING pathway and upregulation of interferon (IFN) signaling via JAK transcription factors. Together, these findings shed important new light on the mechanisms mediating a tumor-promoting function of Activin-A in melanoma.

## Materials and methods

### Cell lines

For all cell lines, culture media were supplemented with 10% fetal bovine serum, 50 µg/mL gentamicin (Gibco, Thermo Fisher Scientific, Waltham, MA, USA), and 1% GlutaMAX (Gibco). HEK293T cells were purchased from ATCC and maintained in DMEM (Sigma-Aldrich, St. Louis, MO, USA). YUMM3.3-Ctrl and -βA cells were previously described (17) and maintained in DMEM/F12 (Gibco). Cell morphology was regularly inspected, and cultures tested negative for mycoplasma (Mycospy kit, Biontex) were used throughout the study.

### Lentiviral transduction

YUMM3.3-Ctrl and -βA cells with stable expression of GFP were generated by lentiviral transduction. In short, HEK293T cells were co-transfected with CMVΔR8.74 (Addgene, Watertown, MA, USA 22036), pMD2.VSVg (Addgene 12259) and GFP containing transfer vector, shLuc, shSting 320 or shSting 266 transfer plasmid (provided by Dr. Denarda Dangaj Laniti) or Fucci reporter (provided by Dr. Cathrin Brisken). Lentiviral particles were collected from filtered culture supernatant by ultracentrifugation and resuspended in sterile PBS. YUMM3.3-Ctrl or -βA cells were transduced in a 12-well plate. GFP transduction efficiency was over 95% and was not further selected, while shLuc,shSting 320 and 266 cell lines were selected by culturing for 2 weeks with 300 µg/ml G418 (InvivoGen, ant-gn).

### Cell viability assay

For quantification of the cytostatic effect of IFN-γ, YUMM3.3 cells were seeded at a density of 5x10^3^ cells/well in 96-well plate and incubated 48 hrs with 20 ng/ml IFN-γ (485-MI, R&D) and 50 ng/ml Activin-A (R&D Systems) or 10 μM SB-431542, and, where indicated, Ruxolitinib or Fludarabine, 0.5 μM Nifuroxazide (all from MedChem Express), 100 μg/ml Carboplatin (C2043-1G, TCI America), E64 (HY-15282, MedChemExpress), or Petesicatib (HY-109069, MedChemExpress). Alamar Blue reagent (Invitrogen, DAL1025) was added to subconfluent cells (<90% confluence, inspected manually), and fluorescence was measured 3-4 hrs later on a TECAN spectrophotometer at the emission wavelength of 590 nm after excitation at 560 nm.

### Western blot analysis

2x10^5^ YUMM3.3 cells were seeded in 24-well plates and incubated with 20 ng/ml IFN-γ (485-MI, R&D Systems), 10 μM SB-431542, 50 ng/ml of Activin-A for 24 h where indicated. Cells were lysed in RIPA buffer supplemented with protease inhibitor cocktail (Roche, Basel, CH) and phosphatase inhibitors (Sigma-Aldrich). Proteins were separated on 9-12% SDS-PAGE gels under reducing conditions and transferred on nitrocellulose membranes. Membranes were blocked with 5% skim milk (Sigma) in Tris-buffered saline containing 0.1% Tween-20, before incubation with primary antibodies against γ-tubulin (Sigma GTU88) or pSTAT (9167S), STAT1 (9172), or STING (13647S) antibodies (all from Cell Signaling) for 2 hrs at room temperature or overnight at 4°C. Chemiluminescence was revealed on X-ray film (Kodak, Rochester, NY, USA) or ChemiDoc MP (Biorad, Hercules, CA, USA) using HRP-coupled secondary antibodies and ECL reagents (Thermo Fisher).

### Mouse cDC1 cell line activation and flow cytometry staining

Immortalized mouse cDC1 cells (22) were cultured in IMDM medium supplemented with 10% heat-inactivated FBS, 100x Glutamax, 10 mM HEPES, 100 μM Pen/Strep, 50 μM β-mercaptoethanol at 37° and 5% CO2. PBS supplemented with 20 mM HEPES and 5 mM EDTA was used for cell passaging. For activation, 2.5 x 10^5^ cells were seeded per well in a 12-well plate and incubated for 24 hrs with 5 μg/ml LPS and 10 ng/ml IFN-γ (485-MI, R&D Systems). Where indicated, cells were also incubated with 50 ng/ml recombinant Activin-A, TGF-β (Invitrogen), or BMP4 (Biotechne), or with 10 μM SB-431542. During the last 3 hrs of incubation, Golgi Plug (BD 555029) was added to the cells. Cells were then detached using PBS supplemented with 1% FBS and 2 mM EDTA, washed and stained for surface markers H2Kb FITC (Biolegend, clone AF88.5) and IA/IE AlexaFluor700 (BioLegend, clone M5/114.15.2), followed by fixation and permeabilization using FoxP3 staining buffer set (eBioscience) before intracellular staining with Ki67 eFluor 450 (Invitrogen, clone SolA15) and CXCL9 AlexaFluor647 (eBioscience, clone MIG-2F5.5). After the staining, cells were collected in FACS buffer (2% FBS, 2 mM EDTA in PBS), and data were acquired using an LSRII SORP or an LSR Fortessa cytometer (Becton Dickinson, Franklin Lakes, NJ, USA).

### Melanoma grafts and ruxolitinib injections

2.5x10^5^ YUMM3.3 cells were injected subcutaneously into the right flank of 8-12 week old female C57BL/6 mice (Charles River laboratories). To inhibit JAK1/2 signaling, mice were treated with 1 mg ruxolitinib (INCB018424) dissolved in 50 µl of DMSO, or a vehicle daily, starting one day before the tumor injection. Tumors were measured 3 times/week, and volumes were calculated using the formula V = [1.58π x (length x width)3/2]/6 (23). All procedures were according to Swiss legislation and approved by the cantonal veterinary administration.

### Tumor dissociation and single cell RNA sequencing

YUMM3.3-Ctrl.GFP and -βA.GFP tumors were dissected, minced using rounded scissors, and digested in Dnase-I (0.02 mg/mL, Sigma) and collagenase (1 mg/mL, Sigma) in RPMI using a gentleMACS Octo Dissociator (Miltenyi). In total, we collected six Ctrl and six βA tumors. Two tumors of each genotype were pooled for each biological replicate based on tumor volumes to have comparable starting amounts for each replicate. To minimize the time that cells spent on the ice, samples were randomized, and live single-cell sorted on two machines (Becton Dickinson FACSAria II and ACSAria Fusion) into GFP^hi^ tumor cells and GFP^int^ stromal populations. For dead cell staining, Propidium Iodide Solution (421301, Biolegend) was added to the cells immediately before sorting. Immediately after sorting, cells were counted, centrifuged at 300 g for 5 min at RT, and resuspended at a density of 1000 cells/μl in DMEM supplemented with 10% filtered FBS. GFP^hi^ fractions were added back to GFP^int^ cells to account for 10% of the final volume. Cell concentrations and quality were again assessed using trypan blue staining. Samples contained less than 5% dead cells and 3-5% doublets. Single-cell RNA sequences were obtained using 10x Genomics Chromium v3.1 kit and Illumina Hiseq 4000.

Following demultiplexing of sequencing libraries into individual FASTQ files, sequencing reads were quantified using Cell Ranger v5 and 10X Genomics pre-built mouse reference genome, which was modified to include the GFP sequence. Cell Ranger’s filtered feature by barcode matrices were then imported into R for downstream analysis. Low quality cells were flagged and excluded using the scuttle Bioconductor package (v1.0.0) with default parameters based on percentage of mitochondrial reads, library size, and number of genes detected per cell. Potential doublets were also excluded using the scDblFinder package from Bioconductor (v1.3.25). Cells that passed the quality control were imported into the Seurat R package (v4.0.2) for further analysis. We performed data normalization and feature selection using the SCTransform functionality with default settings from Seurat. Dimensionality reduction and data integration were subsequently performed using Pearson residuals obtained from SCTransform. Following unsupervised clustering of integrated data using FindNeighbors and FindClusters functionalities with default settings, we used literature-derived marker genes and cell type-specific signatures obtained from PanglaoDB database to annotate major cell types (24). We used the presto R package (https://github.com/immunogenomics/presto) that provides a fast implementation of Wilcoxon rank sum test and auROC analysis to further derive cluster- and cell type-specific marker genes, as well as to perform differential expression analysis between βA and Ctrl samples. Given that cells from the same sample are not independent observations, p-values obtained from Wilcoxon rank sum test can be too optimistic; therefore we used predictive power defined as abs(AUC-0.5)*2, along with log fold change for gene ranking. We defined the predictive power multiplied by logFC as the ranking statistic to perform pre-ranked GSEA of Hallmark pathways from MSigDB, using the fGSEA package (v1.15.2) from Bioconductor (25). For downregulated genes, the predictive power values were multiplied with -1 to indicate that the fold change in gene expression was negative. To further explore T cell states, we projected our data unto a published reference atlas of mouse T cell states (26), using the functionalities provided by the authors (https://github.com/carmonalab/ProjecTILs).

To assess gene ontologies enriched in *INHBA*-expressing human melanomas, we mined public data of the PanCancer Atlas Studies (https://www.cbioportal.org/). The mRNA Expression, RSEM (Batch normalized from Illumina HiSeq_RNASeqV2) patient data were separated into quartiles based on *INHBA* mRNA expression z-scores relative to all samples (log RNA Seq V2 RSEM). Only patients with the lowest (1^st^ quartile) and highest (4^th^ quartile) expression levels were compared. Genes significantly up-regulated (p<0.05 and logFC>0) in the highest *INHBA*-expressing tumors were used for gene ontology enrichment analysis in Enrichr (27).

### Intercellular communication analysis

In order to study intercellular communication, we used the nichenetr R package (v1.1.0). The analysis was aimed at predicting which target genes in receiver cell populations were most likely to be affected by changes in the expression of Inhba in tumor cells (sender cells). As a prior model of ligand-receptor, receptor-target and ligand-target interactions, we used the prebuilt ligand-target matrix (“https://zenodo.org/record/3260758/files/ligand_target_matrix.rds”), ligand-receptor network (“https://zenodo.org/record/3260758/files/lr_network.rds”) and weighted integrated network (“https://zenodo.org/record/3260758/files/weighted_networks.rds”). Gene symbols were converted from human to mouse based on one-to-one orthology. We considered receptors as active if expressed in receiver cells. As potential targets, we only considered genes expressed in at least 10% of cells in receiver populations, and which were also significantly differentially expressed (P-value ≤ 0.05, average fold change ≥ 0.5). Potential targets were ranked according to regulatory potential (from the prior model), and the top 100 were selected for representation in the circos plot (28).

### Bulk RNA barcoding and sequencing

For BRB-seq, YUMM3.3 cells were seeded in 6-well plates in quadruplicates at a density of 0.5x10^6^ per well and treated with 20 ng/ml IFN-γ and 40 ng/ml Activin-A individually or together for 4 or 12 hrs. Transcriptomes were determined by paired-end sequencing of a MERCURIUS BRB-seq library (Alithea Genomics) using an Illumina NovaSeq 6000 instrument. DEG analysis was performed using DESeq2 v1.36.0 (29). Raw read count matrices were normalized with the median of ratios normalization method implemented in DESeq2 that accounts for sequencing depth and RNA composition. Wald test was used for significance testing. For DEG analysis, adjusted p-values with a threshold of <0.05 were retained. For visualization or clustering, transformed versions of the count data were used using the Variance Stabilizing Transformations (VST) function. This function uses a statistical model to transform the raw count data (normalized by division by dimension or normalization factors), resulting in a matrix of values that have an approximately constant variance across the range of mean values. This normalization produces data transformed on a log2 scale and eliminates the dependence of the variance on the mean. Gene set enrichment analysis (GSEA) was performed using the GSEA function of the Bioconductor ClusterProfiler package (v4.4.4) and the following annotated gene set from MSigDB v6.2: the Hallmark gene set. Normalized enrichment scores and adjusted p-values were calculated separately for each comparison with the genes ranked according to sign(log2FoldChange)*-log10(pval) (25, 30).

The BRB-seq and scRNA-sec data in this publication have been deposited in NCBI’s Gene Expression Omnibus (31) and are accessible through GEO Series accession numbers GSE247229 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE247229) and GSE247228 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE247228, respectively.

### Statistical analysis

Statistical tests were performed using the Prism software (GraphPad). Unless indicated, data represent mean ± SEM of at least 2 independent experiments. When comparing two groups, normal distributions were analyzed by the Shapiro-Wilk normality test, and p-values calculated by Student’s t-test (normal distribution) or Mann-Whitney’s test (non-parametric test). One-way ANOVA was used to compare several groups of unpaired values. Data points identified as outliers by the regression and outlier (ROUT) removal method in Prism 9 with a False Discovery Rate ≤1% were excluded. Power Analysis was waved by the animal experimentation authorities due to pre-existing data about the effect sizes of Activin-A induced tumor growth and cachexia. Tumor volumes at the endpoint were compared by ANOVA or Student’s t-test, as indicated in the figure legends. Statistical significance of the effect of STING knockdown was independently validated using the Levene test to confirm the assumption that all groups have the same variance, and that the null hypothesis (same variance in all groups) was not rejected. Two-way ANOVA, analysis of the normality of its residuals, and computation of the Tukey Honest Significant Differences (Tukey HSD) to find the means that are significantly different from each other confirmed that there are only differences when comparing any group with the βA groups expressing shLuc.

## Results

### Activin-A induced changes in the cellular landscape of melanoma TME

To assess activin-induced changes in melanoma and in their TME, YUMM3.3 mouse melanoma grafts expressing lentiviral *INHBA* (βA) or empty control lentivirus (Ctrl) were analyzed by scRNA-seq using the 10x Genomics platform (**Figure 1A**). To distinguish stromal and cancerous cells, the YUMM3.3-Ctrl and -βA melanoma cells were transduced with lentiviral green fluorescent protein (GFP) expression vector. Flow cytometry and Alamar blue assays confirmed that YUMM3.3-Ctrl and -βA melanoma cell lines each expressed similar levels of GFP and proliferated at comparable rates *in vitro* (**Supplementary Figures 1A, B**). Nevertheless, in syngeneic mice, tumor grafts of GFP-expressing YUMM3.3-βA tumors grew faster than Ctrl (**Supplementary Figure 1C**), as described previously for analogous grafts without GFP (17). To limit the variability among tumor sizes and its potential effect on gene signatures, triplicate Ctrl and βA samples consisting each of two tumors were collected on day 13 post-injection when tumor sizes were not yet significantly enlarged by Activin-A (**Supplementary Figures 1D, E**). To enrich the sequencing libraries for stromal cell transcripts, we separated single-cell suspensions into GFP^hi^ tumor cells and GFP^int/low^ stromal cells (**Supplementary Figure 1F**) and then mixed them at a 1:9 ratio. 10X Genomics sequencing yielded 155.8 and 153.5 x 10^6^ reads from a total of 2258 and 2017 cells on average per Ctrl and βA sample, respectively. Library sizes were around 67.8 and 77.1 x 10^3^ reads, and 2282 and 2894 genes per cell in Ctrl and βA samples, respectively (**Supplementary Figures 1G, H**, **Supplementary Table 1**). After filtering out low-quality cells and potential doublets, 25 distinct clusters corresponding to different cell types were identified by the unsupervised clustering of integrated data using FindNeighbors and FindClusters functionalities of Seurat R package (v4.0.2) (**Figures 1B, C**, **Supplementary Figures 1I–K**). Analysis of cell numbers revealed that monocytes and macrophages (MonoMacs) were most abundant (5500 cells) and significantly enriched in βA compared to Ctrl tumors (**Figure 1D**). On the other hand, neutrophils which were the second-most abundant population (1644 cells), as well as rare B cells (37 cells) were instead enriched in Ctrl samples. Other relatively rare cell types included 158 fibroblasts, 134 endothelial cells, and 69 pericytes. Of note, while βA did not affect the number of fibroblasts or endothelial cells, it almost completely depleted pericytes, as well as a distinct cluster of only 50 monocytic progenitor-like cells that we named unknown because they lacked definitive MonoMacs markers (**Figures 1D**, **Supplementary Figures 1L–N**). By contrast, the number of tumor-infiltrating T cells, dendritic cells (DCs), natural killer (NK) cells, or basophils (1185, 1113, 600, 585, or 460 cells, respectively) were not significantly altered by βA compared to Ctrl at the early stage examined.

**Figure 1:**
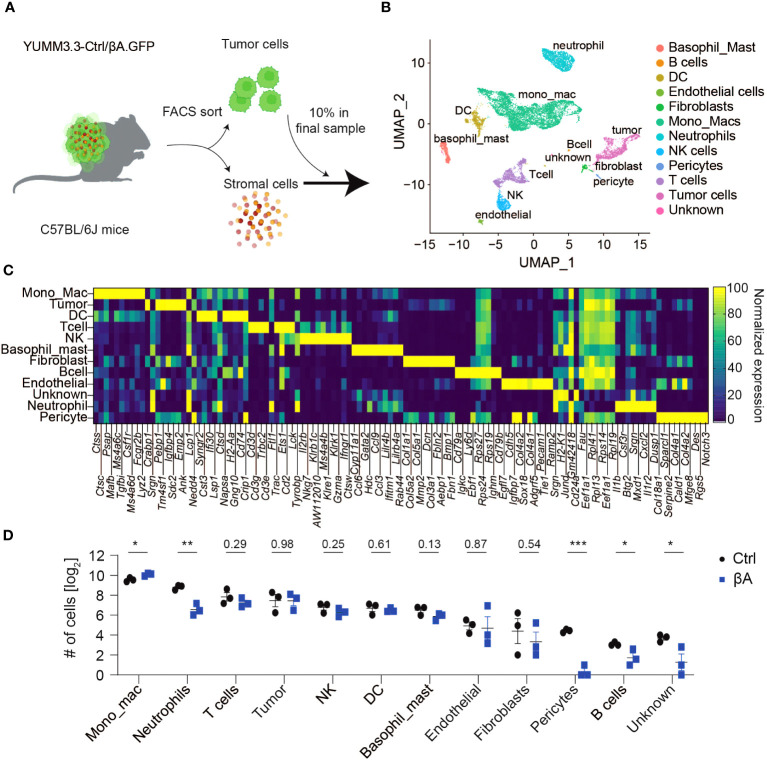
Characterization of YUMM3.3.GFP melanoma for scRNA-seq analysis. **(A)** Strategy to assess βA-induced changes in tumors by scRNA-seq: YUMM3.3-Ctrl and -βA tumors were dissociated into a single-cell suspension, and GFP^+^ tumor cells were sorted out by flow cytometry. Tumor cells were added back to account for 10% of cells in a final sample before analysis by 10x Genomics sequencing. **(B)** Uniform Manifold Approximation and Projection (UMAP) representation of annotated cell types identified in YUMM3.3 tumors. **(C)** Normalized expression of the top 10 genes used to identify different cell types in tumors. **(D)** Comparison of numbers of non-immune cells and unknown population (left panel), and immune cells (right panel) identified in Ctrl and βA tumors. Error bars, SEM (n = 3). *p<0.05, **p<0.01, ***p<0.001, Student’s t-test.

### Intercellular communication analysis reveals Activin-responsive cells in the TME

To explore which cell types may respond to Activin-A and/or to other TGF-β family members, we first assessed the expression of TGF-β-related ligands and their receptors. Analysis across cell types revealed the highest expression of *Inhba* in tumor cells, as expected due to lentiviral overexpression (**Figures 2A, B**). Additionally, tumor cells expressed *Bmp2* and low levels of *Gdf11*, *Bmp4*, and *Tgfb1* (**Figures 2A, B**; **Supplementary Table 2**). The most significant source of TGF-β related ligands were fibroblasts, which mostly expressed *Inhba*, followed by *Inhbb*, *Tgfb1/2/3*, *Gdf10* and *Gdf11* alongside the tolloid-like metalloprotease encoded by *Bmp1*. *Tgfb1* was also transcribed at low levels in all other cell types, except in B cells, and in neutrophils. Fibroblasts also expressed the highest levels of type I and II activin, TGF-β and BMP receptors, except *Acvr2b* and *Acvr1c* mRNAs. *Acvr2b* was even more highly transcribed in tumor cells. *Acvr1c* mRNA was most abundant in basophils, followed by tumor and NK cells, but below detection in fibroblasts. *Acvr1b* encoding the type I activin receptor ALK4 was highly expressed in the clusters of fibroblasts, tumor cells, MonoMacs, DCs, endothelial cells, and pericytes. Similar expression patterns were observed for *Acvr2a/b* receptors and *Smad2/3/4*, except for DCs that show lower levels of *Acvr2b* and *Smad3* transcripts (**Figures 2A, B**; **Supplementary Table 2**). To address which cells in the TME respond to Activin-A, we investigated active ligand-target interactions between cells using the computational method NicheNetR (28). The analysis revealed activin-induced signaling in tumor cells, DCs, MonoMacs, fibroblasts, and endothelial and pericyte populations (**Figure 2C**). Gene ontology enrichment analysis in tumor cells revealed upregulation of developmental programs such as bone, heart, neuron, and endoderm formation, pseudo-epithelial-mesenchymal transition (EMT) and ECM organization, alongside increased IFN responses, antigen processing, and MHC I presentation (**Supplementary Figures 2A, B**). Upregulation of a pseudo-EMT signature and of known Smad2,3 target genes such as *Pmepa1* and *Skil* within the tumor cells (**Figure 2C**) is consistent with increased autocrine Activin-A signaling.

**Figure 2:**
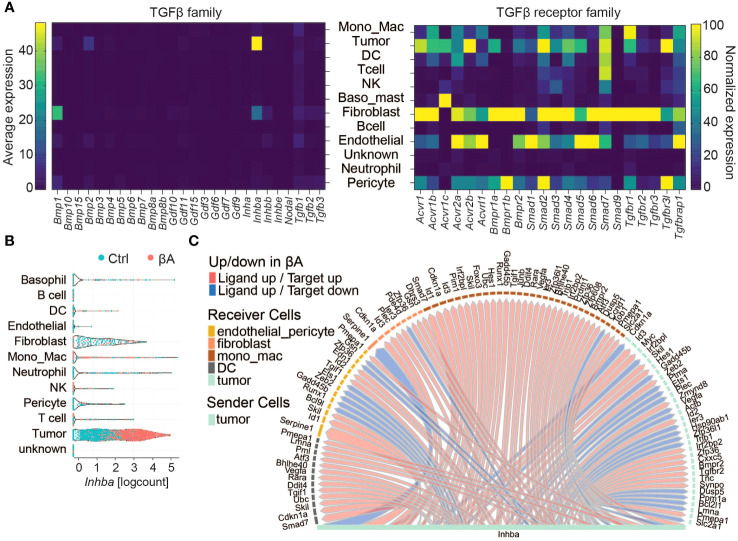
Characterization of Activin-A responding cells in the TME. **(A)** Left: Heatmap displaying the average expression of TGF-β family members (columns) in different cell types (rows). Right: Normalized expression of TGF-β family receptors (columns) in cell types (rows). **(B)** Violin plot of INHBA expression in cell types of Ctrl and βA expressing YUMM3.3.GFP tumors. **(C)** Intercellular communication analysis of Activin-A responsive cells in the TME.

### Activin-A secretion by melanoma cells alters several cancer hallmark signatures across the TME

To survey activin-induced changes in the TME related to cancer, we performed gene set enrichment analyses using curated Hallmark gene sets (32). As shown in **Figure 3A**, the cell types with the most significant changes in these Hallmark signatures in βA compared to Ctrl tumors were DCs, followed by MonoMacs, fibroblasts, tumor cells, and pericytes, whereas T cells were changed the least, consistent with predicted target cells from the intercellular communication analysis. In βA tumors, DCs and MonoMacs, together with almost all other cell types, also significantly increased the signature of hypoxia (**Figure 3A**, **Supplementary Figure 3A**). A notable exception were pericytes and tumor cells, where several hypoxia response genes were instead downregulated. On the other hand, the signatures Oxidative phosphorylation and Myc Targets were significantly decreased by βA, especially in fibroblasts, MonoMacs, DCs, and within the tumor cells themselves (**Figure 3A**, **Supplementary Figures 3B, C**). Remarkably, aside from pericytes, all cell types in βA tumors showed an elevated inflammatory response signature and signs of increased type I and type II interferon signaling, especially DCs, followed by MonoMacs, fibroblasts, and tumor cells (**Figures 3A, B**). Concomitantly, MonoMacs, fibroblasts, and tumor cells showed increased TNFA signaling via NFκB in βA as compared to Ctrl tumors (**Figure 3A**, **Supplementary Figure 3D**).

**Figure 3:**
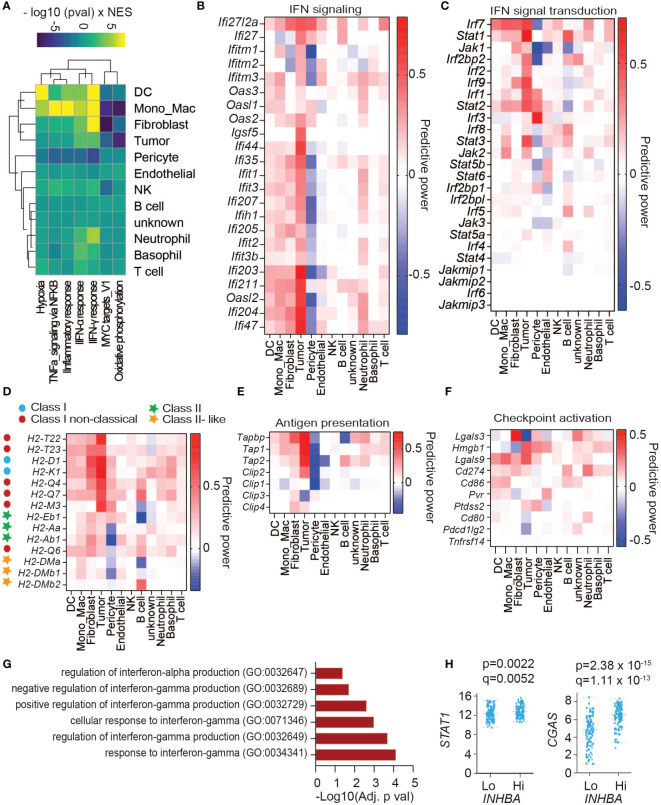
Activin-associated increase in IFN signature does not lead to higher CD8^+^ T cell infiltration. **(A)** Heatmap showing top changes in enrichment of cancer Hallmark gene sets (rows) in cell types (columns) induced by melanoma-derived Activin-A. **(B)** Heatmap showing the predictive power of differentially regulated genes of IFN signaling hallmark signatures. Predictive power was defined as 2 * sign(logFC) * abs(AUC- 0.5), reflecting the directionality of change as well as the discriminatory power. **(C–F)** Heatmaps showing the predictive power of differentially regulated **(C)** genes of IFN signaling pathway, **(D)** MHC genes, **(E)** genes encoding enzymes that mediate antigen processing, and **(F)** genes of ligands for immune checkpoints activation. **(G, H)** GO biological processes enriched among up-regulated genes in PanCancer melanoma sample expressing the highest levels of *INHBA* **(G)**, and **(H)** differential expression of *STAT1* and *CGAS* in high compared to low *INHBA*-expressing melanoma tumors.

### Activin-A upregulates IFN signaling in melanoma

Interferon signal transduction is mediated by JAK, STAT, and IRF proteins (33). Analysis of differentially expressed genes (DEGs) showed upregulation of several IFN signal transduction components across cell types, including *Irf7*, *Stat1*, *Stat2*, and to a lesser extent *Irf1/2/9* and *Jak1/2* expression (**Figure 3C**). Among these, upregulation of *Stat1* expression was most significant within the tumor cells themselves. Key components of an IFN signature involve antigen presentation and immune checkpoints. Analysis of genes involved in antigen processing and presentation showed that βA-expressing tumors upregulated the expression of classical and non-classical MHC-I genes across different cell types, especially in the *INHBA*-expressing tumor cells themselves (**Figure 3D**). *INHBA*-expressing Tumor cells also increased their expression of Transporter Associated With Antigen Processing (TAP) genes responsible for MHC I antigen loading (**Figure 3E**). A survey of immune checkpoint receptor ligands revealed upregulation of *Lgals3* in fibroblasts, *Hmgb1* in tumor cells, and *Lgals9* and *Cd274* across cell clusters (**Figure 3F**). These data point to increased activation of the corresponding immune checkpoint receptors LAG3, PD1, and TIM3 in βA-expressing tumors. To address whether *INHBA* expression correlates with increased IFN signaling also in human melanoma, we analyzed the Melanoma PanCancer database. A comparison of tumors expressing low or high *INHBA* mRNA levels, combined with gene ontology analysis of upregulated genes revealed that *INHBA*-high tumors upregulate signatures related to cellular responses to type I and II IFNs in (**Figure 3G**), as well as *STAT1* and *CGAS* expression (**Figure 3H**). These results suggest that Activin-A enhances IFN signaling also in human tumors.

### *INHBA*-induced alterations in the expression of chemokine and cytokine mRNAs

As the most significantly upregulated Hallmark gene sets in βA tumors were related to inflammatory responses, we systematically surveyed changes in the expression of proinflammatory chemokines, cytokines, and matrix metalloproteases (MMPs). Among cytokines, βA most significantly increased the expression of *Il1b, Il18 Il33*, and *Il15*, both within tumor cells and fibroblasts. *Il1b* expression also increased in DCs and MonoMacs, whereas βA-expressing tumor cells showed also elevated levels of *Il16* mRNA (**Supplementary Figures 4A, B**). Notably, *Ifng* expression was comparable between the groups (**Supplementary Figure 4B**). In keeping with the increased enrichment of the IFN signaling gene set described above (**Figure 3A**), multiple cell types in βA tumors also upregulated the IFN-γ inducible *Cxcl9*, *Cxcl10* and *Ccl5* genes.

Despite the observed increase in their mRNA levels, a previous analysis established that secretion of CXCL9 and CXCL10 proteins is not increased by Activin-A, but rather decreased both in tumors and in an activated mouse DC1 cell line (17) (**Supplementary Figure 4C**). CXCL9 and CXCL10 can be degraded by cysteine proteases of the cathepsin family (34). To address if Activin-A modulates chemokine degradation by cysteine cathepsins, we treated DC1 cells with the cysteine protease inhibitor E64 or with the cathepsin S inhibitor Petesicatib. Treatment of DC1 cells with Activin-A diminished CXCL9 protein levels in DC1 cells regardless of the presence of any of these inhibitors, suggesting that cysteine proteases or cathepsin S are unlikely responsible (**Supplementary Figures 4D–F**).

Cytokine and chemokine activities may be regulated directly or indirectly through the remodeling of ECM by MMPs (35). Among MMPs, we observed that βA-expressing tumors significantly upregulated MMP2, 3, 14, and 19 (**Supplementary Figure 4G**). However, potential interactions of these or other proteases with chemokines remain to be explored.

### Despite elevating IFN signaling, Activin-A does not promote T cell responses

To survey the composition of tumor-infiltrating T cell subsets, we projected our scRNA-seq data onto a reference atlas of T cell signatures (26). Already at the early stage of tumor growth examined here by scRNA-seq, we observed a strong trend for reduced CD8^+^ T cell infiltration in βA compared to Ctrl tumors, whereas the number of CD4^+^ T cells was unchanged (**Figures 4A, B**). Quantification of T cell subtypes based on their gene signatures showed that βA expression reduced the intratumoral accumulation of naïve-like T cells, whereas a trend for a decrease in effector memory T cells and early active CD8^+^ T cells did not reach statistical significance at this stage, and the number of CD4^+^ Tregs was unchanged compared to Ctrl (**Figure 4C**). Interestingly, T cells in βA tumors showed reduced expression of the activation markers CD28 and/or CD69, and analysis of known secreted effector molecules and of selected markers of cell migration revealed that their power values all remained below 0.2, suggesting that they were only minimally changed, or not at all (**Figures 4D, E**). Observed changes in the gene expression of NK cells were also minimal at the stage examined, with only 25 genes showing power values higher then 0.2 (**Supplementary Figure 4H**).

**Figure 4:**
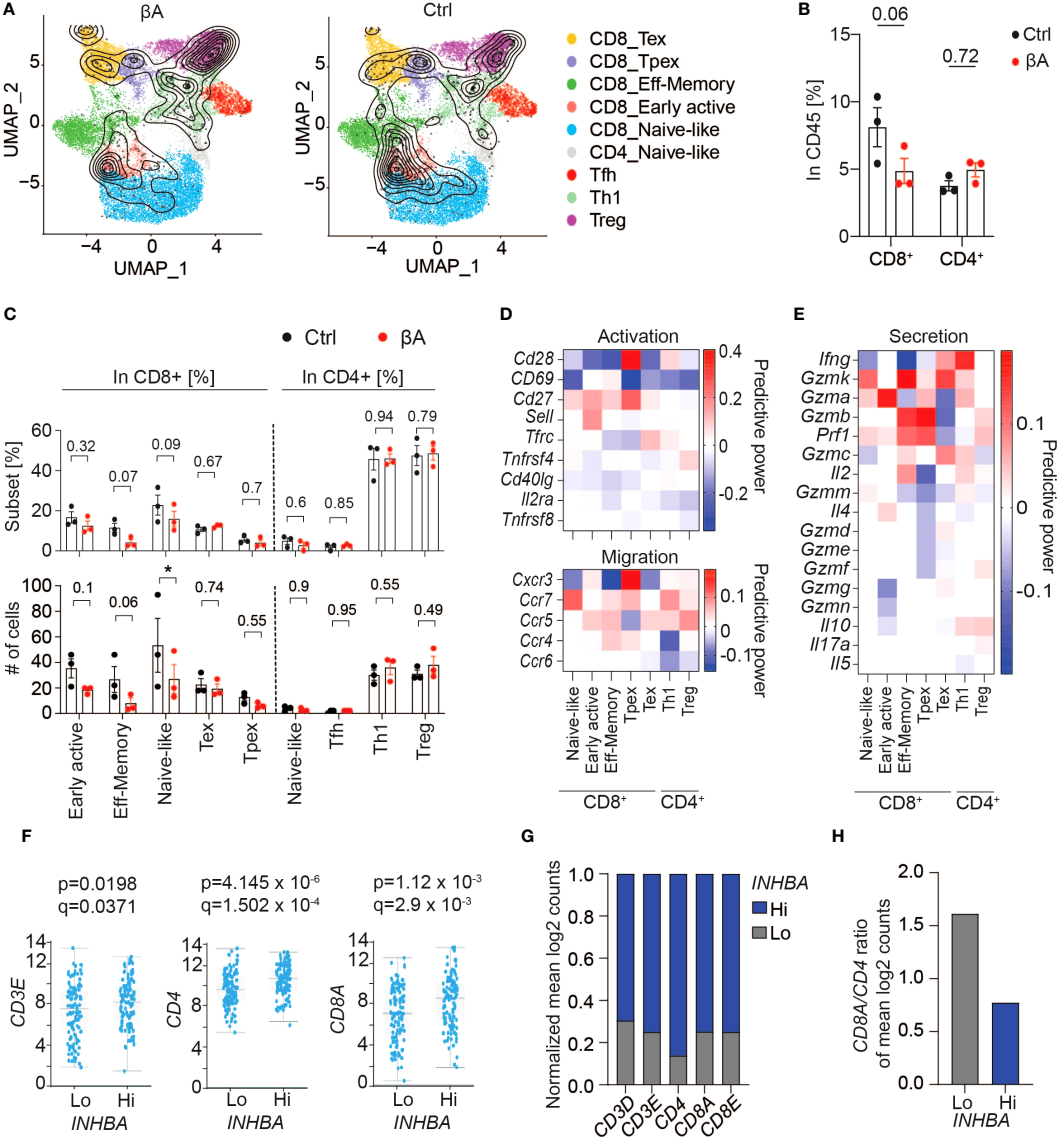
Activin-A expression in tumors does not lead to increased CD8 T cell activation. **(A)** UMAP representing βA (left) or Ctrl (right) T cell clusters projected onto a reference mouse T cell atlas (26). **(B)** Numbers of CD8^+^ or CD4^+^ T cells in βA compared to Ctrl conditions (n = 3). **(C)** Frequencies (top) and numbers (bottom) of T cell subtypes from **(A)** in βA compared to Ctrl conditions. Error bars, SEM (n = 4-5); *p<0.05. Student’s t-test. **(D, E)** Heatmaps showing changes in expression of [**(D)**, top panel] activation markers, [**(D)**, bottom panel] chemokine receptors, and **(E)** secretion profile in T cell subtypes in βA compared to Ctrl conditions. **(F)** TCGA database analysis of differential expression of *CD3E, CD4*, and *CD8A* in high compared to low *INHBA*-expressing melanomas (scale, mean log2 counts). **(G, H)** Mean log2 counts of *CD3D*, *CD3E*, *CD4*, *CD8A*, and *CD8E* transcripts normalized to total number of trancripts in both groups **(G)**, and **(H)** ratios of *CD8A* to *CD4* log2 counts in Hi *versus* Lo *INHBA*-expressing melanomas in TCGA database.

To investigate a possible influence of Activin-A on CD8^+^ T cell infiltration in melanoma patients, we analyzed the expression of CD3, CD4, and CD8 as a proxy of T cell infiltration in the PanCancer Melanoma database. Despite an overall increase in T cell infiltration (**Figures 4F, G**), human melanoma with high levels of *INHBA* had a two-fold lower CD8 to CD4 ratio (**Figure 4H**). Taken together, these data support the notion that Activin-A in melanoma diminishes intratumoral CD8^+^ compared to CD4^+^ T cells, and despite increased IFN signaling across the TME.

### Autocrine Activin-A signaling counteracts cytostatic IFN-γ activity in YUMM3.3 cells while augmenting STAT1 activation

Since Activin-A secretion by melanoma grafts stimulated an IFN signature not only in the TME but also within the tumor cells themselves, we investigated whether Activin-A could directly modify the impact of IFN-γ on cultured melanoma cells. To address this, we treated YUMM3.3-Ctrl cells for 48 hrs with IFN-γ alone or together with recombinant Activin-A. In the presence of IFN-γ alone, YUMM3.3-Ctrl cells congregated in abnormal clumps and grew approximately 1.7-fold less than if treated with vehicle control, whereas co-treatment with Activin-A suppressed these effects (**Figure 5A**, **Supplementary Figures 5A, B**). Co-treatment with Activin-A conferred similar resistance to cytostatic IFN-γ activity also in parental YUMM3.3 cells, ruling out a possible artifact linked to lentiviral transduction (**Supplementary Figures 5A, B**). In good agreement, cytostatic activity of IFN-γ was also abolished by lentiviral *INHBA* expression in YUMM3.3-βA cells, whereas co-treatment with the ALK4 inhibitor SB-431542 rescued it (**Figure 5B**). To test if autocrine Activin-A signaling in YUMM3.3-βA cells interferes with IFN-γ signal transduction, we monitored the IFN-γ induced activation of STAT1 and the expression of STING. Western blot analysis revealed that IFN-γ treatment for 24 hrs similarly increased STAT1 and STING expression in both YUMM3.3-Ctrl and -βA cells (**Figures 5C, D**). By contrast, the levels of STAT1 phosphorylation induced by IFN-γ increased 2-fold in βA compared to Ctrl cells.

**Figure 5:**
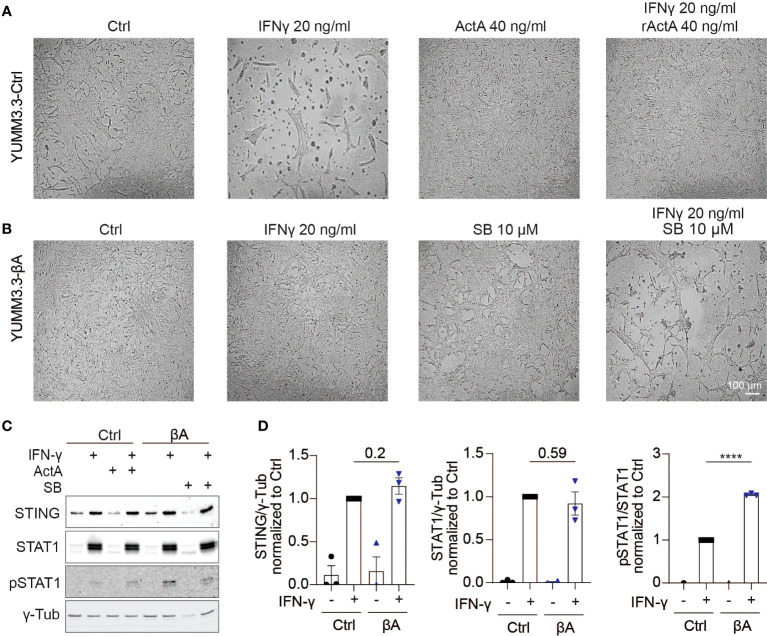
Activin-A promotes IFNγ-induced Stat1 activation in YUMM3.3 cells. **(A, B)** Representative images of **(A)** YUMM3.3-Ctrl or **(B)** YUMM3.3-βA cells treated for 48 hrs with 40 ng/ml Activin-A, 20 ng/ml IFN-γ or 10 μM SB-431542 (SB) where indicated (scale bar, 100 µm). **(C)** Representative Western blots of STING, STAT1, pSTAT1, and γ-Tubulin (loading control) in YUMM3.3-Ctrl and -βA cells treated during 24 h with 20 ng/ml IFN-γ, 40 ng/ml Activin-A or 10 μM SB-431542 where indicated. **(D)** Quantification of STING, STAT1, and pSTAT1 levels Western blots relative to γ-Tubulin in YUMM3.3-Ctrl and -βA treated with 20 ng/ml IFN-γ or control (H_2_O) during 24 h. Error bars, SEM (n = 3); ****p<0.0001, Student’s t-test.

To compare the contributions of STAT1 and other candidate effectors to IFN-γ induced growth inhibition, we treated cells with the STAT1/3/5 inhibitors Fludarabine and Nifuroxazide, or with the JAK1/2 inhibitor Ruxolitinib. Co-administration with either Fludarabine or Nifuroxazide enhanced the growth inhibitory effect of IFN-γ, rather than suppressing it (**Supplementary Figure 5B**). In sharp contrast, incubation of IFN-γ treated cells with Ruxolitinib restored their proliferation as efficiently as co-treatment with Activin-A. To address if Activin-A similarly increases the resistance of cancer cells to chemotherapy, we treated YUMM3.3 cells with Carboplatin together with or without Activin-A. Analysis of the proliferation of viable cells by Alamar Blue staining showed that carboplatin treatment inhibited cell proliferation regardless of the presence of Activin-A (**Supplementary Figure 5C**). Collectively, these results indicate that crosstalk with Activin-A signaling can augment STAT1 activation by IFN-γ and confer resistance to anti-proliferative IFN-γ/JAK signaling within melanoma cells.

### Activin-A dampens the IFN-γ response in melanoma cells *in vitro* instead of stimulating it

To assess how crosstalk of Activin-A with IFN-γ influences gene expression in the absence of the TME, mRNA from YUMM3.3 cells that were treated with IFN-γ and Activin-A individually or together for 4 or 12 hrs was analyzed by Bulk RNA Barcoding and Sequencing (BRB-seq) (36). 

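In BRB-seq, the cDNA of each sample receives a barcode, the samples are pooled into a single library, and the 3′ ends of transcripts are sequenced. YUMM3.3 is a mouse melanoma cell line, and each of the 32 samples was a separate well of it. The wells formed 8 groups of 4: untreated cells, and cells given 20 ng/ml IFN-γ, Activin-A or both, each at 4 hrs and at 12 hrs. The methods and the sample labels give the dose of Activin-A as 40 ng/ml. The legends of Figures 6A–C and Supplementary Figure 6A give it as 50 ng/ml. The authors deposited raw counts per gene, without normalization, and the paper's text names no aligner, gene annotation or handling of unique molecular identifiers. Of the 12451 genes listed by Ensembl identifier, 12437 were matched to a symbol in the GENCODE annotation. Every gene had a count above 0 in at least 4 samples. Total counts per sample ranged from 654539 to 1455074, with a median of 988019.5. At 12 hrs the median total was 1005602 in untreated cells, 986904 with Activin-A, 958650.5 with IFN-γ and 898254 with both factors. At these depths 3 counts, taken as the floor of detection, corresponded to 2.06 to 4.58 CPM, a floor that covers counting error only. Wells of the same group differed by more than counting noise in each of the 48 pairs, with a chi-squared per gene between 1.17 and 3.07. Pairs with replicate 1 of Activin-A at 4 hrs were at 2.60, 2.89 and 3.07, and no other pair was above 1.59. Genes with low counts were removed with edgeR's filterByExpr, which left 8971 genes at 12 hrs and 9137 at 4 hrs, and totals were normalized by the TMM method. Genes were tested with edgeR's quasi-likelihood test over the 16 samples of a time point, and p-values were adjusted by the Benjamini-Hochberg method. The SE given with a log2FC is the one implied by that test: the absolute log2FC divided by the square root of the test's F statistic. It rests on the spread over all groups in the fit and can be below that of the groups compared. The methods link no wells by replicate number. Deviations from the group means were no more alike in same-numbered wells of different groups (mean Pearson's r across genes -0.0017) than in other wells (0.00056), although genes are not independent replicates. A fit with the replicate number as a block was run as an alternative.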

Analysis of DEGs (adjusted p-val <0.05) revealed that IFN-γ treatment alone altered the expression of 551 genes, compared to 123 activin-regulated genes, and that co-administration of both factors changed only 53 genes compared to IFN-γ alone (**Supplementary Figures 6A–C**). Furthermore, gene set enrichment analysis (GSEA) of these DEGs showed that the hallmark signatures IFN Responses, Allograft Rejection, JAK/STAT3 signaling, and Inflammatory Response were specifically upregulated by IFN-γ (**Figure 6A**), whereas treatment with Activin-A alone instead stimulated the cancer hallmark signatures of EMT, angiogenesis, and hypoxia, alongside a “TGF-β signaling” signature genes (**Figure 6B**). 

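At 12 hrs, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 830 of the 8971 genes as DEGs between IFN-γ and untreated cells (adjusted p under 0.05), 577 of them higher and 253 lower. With Activin-A alone, 216 genes were DEGs, 112 higher and 104 lower, and with both factors compared to IFN-γ alone 92 were, 41 higher and 51 lower. The change was at least 2-fold in 240, 26 and 6 of these genes, respectively. With the replicate number as a block, the counts were 822, 218 and 97. With DESeq2's Wald test, which the paper's methods name, they were 564, 124 and 54. The alternative that moved the counts most was an added minimum of 0.5 on the absolute log2 fold change (log2FC), which left 529, 103 and 39 genes. Gbp2 (ENSMUSG00000028270, on chromosome 3 from 142620602 to 142638008 in the GENCODE annotation of GRCm38) rose with IFN-γ from 54.5 ± 13.3 CPM (SD, n = 4) to 4831 ± 113 CPM, a log2FC of 6.46 (SE 0.07, adjusted p = 2.17e-91), although reads shared with related Gbp genes were not assessed. Il18bp (ENSMUSG00000070427) had 0 to 3 counts in the untreated wells and 157 to 256 with IFN-γ, so that it was at least 66.0-fold higher (adjusted p = 8.42e-48), with 1 IFN-γ well at 214 CPM and the others between 189 and 191 CPM. Apol6 (ENSMUSG00000033576), with 0 to 2 counts untreated and 58 to 103 with IFN-γ, was at least 26.7-fold higher (adjusted p = 1.73e-33). Akap12 (ENSMUSG00000038587) fell from 28.9 ± 3.97 to 8.56 ± 2.53 CPM (log2FC -1.72, SE 0.27, adjusted p = 3.01e-07), and Socs2 (ENSMUSG00000020027) from 26.4 ± 4.90 to 9.53 ± 2.25 CPM (log2FC -1.45, SE 0.27, adjusted p = 1.68e-05). After Activin-A alone, Nppc (ENSMUSG00000026241) fell from 15.3 ± 6.98 to 5.55 ± 1.22 CPM (log2FC -1.49, SE 0.36, adjusted p = 0.00468, and 0.00483 to 0.0694 over 4 alternatives, the highest with DESeq2's Wald test). Rgcc (ENSMUSG00000022018) fell from 16.5 ± 2.44 to 7.12 ± 2.21 CPM (log2FC -1.24, SE 0.31, adjusted p = 0.00906, and 0.00930 to 0.0815 over 5 alternatives, the highest again with DESeq2). With both factors compared to IFN-γ alone, Dmp1 (ENSMUSG00000029307) rose from 46.8 ± 7.09 to 113 ± 16.0 CPM (log2FC 1.28, SE 0.14, adjusted p = 1.82e-11). Il33 (ENSMUSG00000024810) fell from 276 ± 8.99 to 151 ± 27.6 CPM (log2FC -0.87, SE 0.09, adjusted p = 3.46e-13) and Ccl2 (ENSMUSG00000035385) from 800.4 ± 110.1 to 468 ± 70.8 CPM (log2FC -0.77, SE 0.07, adjusted p = 7.70e-15). Syngr1 (ENSMUSG00000022415), at 30.4 ± 5.30 and 16.2 ± 1.94 CPM (log2FC -0.88, SE 0.23, adjusted p = 0.0282), was no longer a DEG with DESeq2 or with all 32 samples in the fit, nor in 6 of the 8 fits that each left out 1 well. For each of the genes named, all 4 wells of the treated group lay beyond all 4 wells of the group they were compared with.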

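Gene sets were tested with fgsea's pre-ranked test on the paper's ranking formula (the sign of the log2FC times the negative log10 of the p-value), filled with edgeR's values, with Benjamini-Hochberg adjustment over 16 sets. These were 8 gene lists from the paper's figures and 8 Reactome sets, used because the Hallmark sets were not available. After IFN-γ alone, 10 sets had an adjusted p under 0.05, 9 with genes higher and 1 with genes lower. The 22 genes of the IFN signaling list (Fig. 3B) had a normalized enrichment score (NES) of 1.75 (adjusted p = 5.61e-05), and 19 of them were DEGs that were higher. Reactome's IFN-γ signaling set had an NES of 1.82 over 51 genes (adjusted p = 1.76e-07) and its IFN-α/β signaling set 1.62 over 12 genes (adjusted p = 0.0108). Extracellular matrix organization, a set of 114 genes, was the 1 set with genes lower after IFN-γ (NES -1.80, adjusted p = 0.00113). After Activin-A alone, 3 sets passed, of which 1 had genes higher: extracellular matrix organization, with an NES of 2.36 (adjusted p = 2.90e-06), 17 DEGs higher and 2 lower. Signaling by the TGF-β receptor complex (61 genes) had an NES of 1.63 with Activin-A (adjusted p = 0.182), and passed in 2 of the 8 fits that each left out 1 well. The hypoxia response list (Supplementary Figure 3A, 19 genes), drawn from cell types of the grafts, had an NES of -1.20 (adjusted p = 0.406). With the replicate number as a block, 10 and 3 sets passed again, and the alternative that moved the counts most was DESeq2's ranking, with 8 sets for IFN-γ and 4 for Activin-A. The pre-ranked test treats genes as units, and divisions of the same wells that cross the treatments also passed sets: over 35 divisions, up to 12 in the IFN-γ comparison and up to 9 in the Activin-A comparison. Some of these divisions keep most wells of a treatment together, so that part of its effect remains. Their numbers of sets are therefore not those of chance alone. Irf1 (ENSMUSG00000018899) rose with IFN-γ from 45.3 ± 6.71 to 704 ± 26.5 CPM (SD, n = 4; log2FC 3.96, SE 0.09, adjusted p = 4.49e-64 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), in all 4 wells. With Activin-A, Acta2 (ENSMUSG00000035783) rose from 447 ± 35.4 to 705 ± 29.5 CPM (log2FC 0.66, SE 0.06, adjusted p = 7.09e-16 from edgeR), in all 4 wells. Vegfa (ENSMUSG00000023951) did not change beyond the spread between wells, at 44.4 ± 1.06 CPM untreated and 52.6 ± 13.0 CPM with Activin-A (log2FC 0.21, SE 0.16, adjusted p = 0.674 from edgeR), and was higher in 2 of the 4 pairs of wells.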

Activin-A also induced the EMT and TGF-β signatures when administered together with IFN-γ, which is expected given that Activin-A and TGF-β activate the same Smad transcription factors. However, compared to cells treated with IFN-γ alone, the cells receiving IFN-γ together with Activin-A differentially enriched their interferon-gamma and alpha responses, as well as apoptosis and p53 pathway signatures (**Figures 6C, D**, **Supplementary Figure 6D**). 

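In cells given both factors, compared to IFN-γ alone, the extracellular matrix set had an NES of 1.98 (fgsea, adjusted p = 0.00168), with 7 DEGs higher and 3 lower. Over 4 alternatives its adjusted p ran from 0.00151 to 0.0962, and it was above 0.05 with ranking by log2FC and with limma's camera test. The TGF-β receptor set had an NES of 1.31 (fgsea, adjusted p = 0.188). An Activin-A score was computed as the mean log2 CPM over the 112 genes that were higher with Activin-A alone at 12 hrs, so that neither group compared had chosen the genes. It was 6.90 ± 0.02 (SD, n = 4) with both factors and 6.61 ± 0.02 with IFN-γ alone, a difference of 0.29 (two-sided exact permutation test, p = 0.0286, the smallest p that 4 wells against 4 allow). Paired by replicate number, a sign-flip test gave p = 0.125, the smallest p that 4 pairs allow in an exact test. Among the alternatives in log2 CPM, the genes of the paper's figures moved the difference most, to 0.37. With z scores per gene, which are in other units, it was 0.72. Ccn2 (ENSMUSG00000019997, on chromosome 10 from 24595442 to 24598683) was at 134 ± 11.6 CPM in untreated cells, 495 ± 49.2 with Activin-A, 143 ± 8.63 with IFN-γ and 406 ± 26.9 with both. Its log2FC was 1.88 for Activin-A alone (SE 0.08, adjusted p = 5.13e-39) and 1.496 for both factors against IFN-γ (SE 0.08, adjusted p = 1.31e-29, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference between these effects, tested as an interaction in edgeR, was -0.38 (SE 0.12, adjusted p = 0.301). Thbs1 (ENSMUSG00000040152) rose from 578 ± 31.0 to 1214 ± 111 CPM with Activin-A (log2FC 1.07, SE 0.06, adjusted p = 2.60e-30) and from 639 ± 18.3 with IFN-γ to 1096 ± 74.0 CPM with both (log2FC 0.78, SE 0.06, adjusted p = 1.89e-20, from the same edgeR test). Pmepa1 (ENSMUSG00000038400) rose from 38.7 ± 7.87 to 139.9 ± 41.0 CPM and from 31.1 ± 2.35 to 59.4 ± 13.4 CPM in these comparisons (log2FC 1.87 and 0.93, SE 0.15 and 0.19, adjusted p = 3.76e-19 and 0.00114 from edgeR). For these 3 genes, every well with Activin-A alone was above every untreated well, and every well with both factors above every well with IFN-γ alone.

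**Figure D1:**
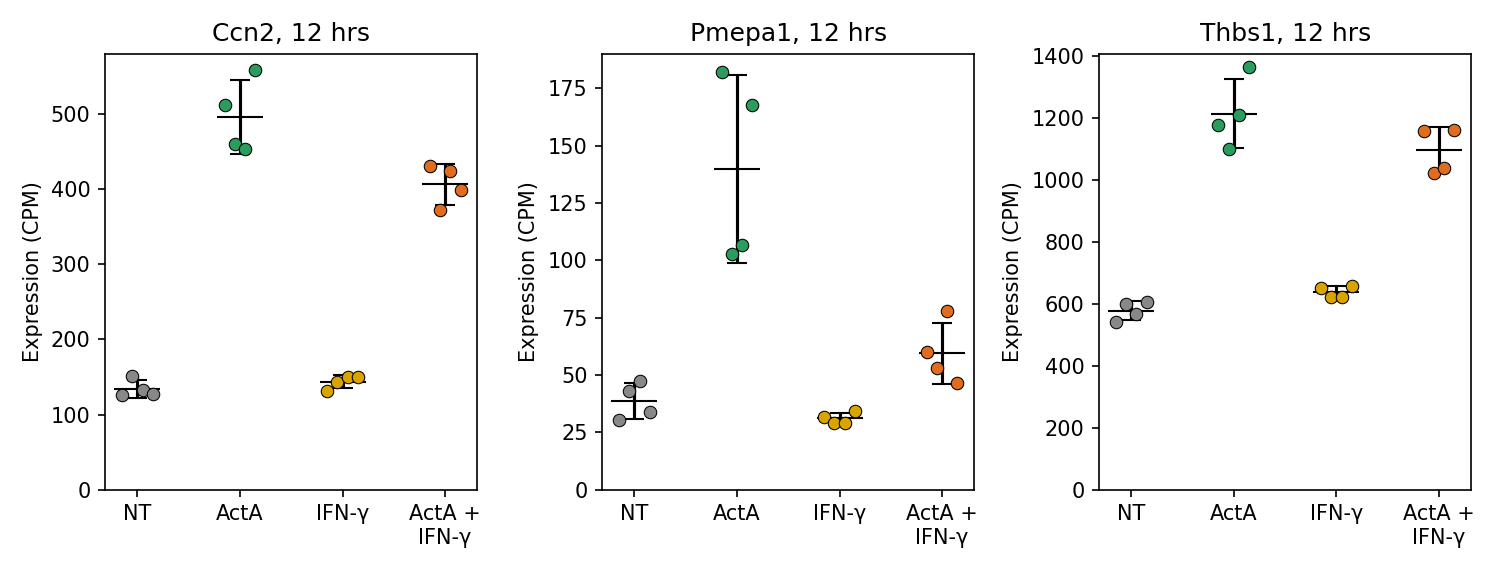
Expression of Ccn2, Pmepa1 and Thbs1 in CPM at 12 hrs in untreated cells (NT) and with Activin-A (ActA), IFN-γ or both; points are the 4 wells of a group and bars the mean ± SD. In each gene the wells with Activin-A alone lie above untreated wells, as in Ccn2 at 495 against 134 CPM, and those with both factors above those with IFN-γ alone.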

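Between both factors and IFN-γ alone at 12 hrs, 8 of the 16 sets had an adjusted p under 0.05 in fgsea's pre-ranked test, 1 with genes higher and 7 with genes lower. Ranking by log2FC moved this count most, to 5 sets, and the replicate block left it at 8. The IFN signaling list (Fig. 3B) had an NES of -2.31 (adjusted p = 4.90e-08), with 6 of its genes DEGs that were lower and 1 of the 22 genes higher by any amount. Reactome's IFN-γ signaling set had an NES of -2.18 (adjusted p = 5.03e-06), with 4 DEGs lower, and the MHC class I list (Fig. 3D) -1.77 (adjusted p = 0.00145). The IFN-α/β signaling set had an NES of -1.16 (adjusted p = 0.345). Over 35 divisions of the same wells, those that cross the treatments passed up to 8 sets in this comparison. Some of these divisions kept most wells of a treatment together, and with them part of its effect. An IFN score was computed as the mean log2 CPM over 191 genes that IFN-γ had raised more than 2-fold at 4 hrs, so that the wells tested had not chosen the genes. With IFN-γ alone it was 6.39 ± 0.03 (SD, n = 4) and with both factors 6.23 ± 0.04, and all 4 wells with both factors were below all 4 with IFN-γ alone. The difference of -0.16 was larger than the spread between wells (two-sided exact permutation test, p = 0.0286, the smallest p possible with 4 wells per group). Over the genes of the paper's figures, the alternative that moved it most, it was -0.38, and pairing by replicate number gave p = 0.125 in an exact sign-flip test, its smallest possible value. Ifi44 (ENSMUSG00000028037, on chromosome 3 from 151730922 to 151749960) fell from 193 ± 9.93 to 114 ± 29.5 CPM (log2FC -0.76, SE 0.11, adjusted p = 1.62e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cxcl10 (ENSMUSG00000034855) fell from 239 ± 55.7 to 152 ± 29.9 CPM (log2FC -0.65, SE 0.10, adjusted p = 5.21e-06 from edgeR), with adjusted p-values from 3.88e-07 to 0.0838 over 5 alternatives, the highest from DESeq2. Irf7 (ENSMUSG00000025498) fell from 116 ± 23.3 to 74.5 ± 16.9 CPM (log2FC -0.64, SE 0.14, adjusted p = 0.00168 from edgeR, and 0.000829 to 0.0586 over 5 alternatives), in 4 of 4 pairs of wells but with 2 wells inside the range of the other group. Oas3 (ENSMUSG00000032661) fell from 39.0 ± 7.90 to 21.8 ± 3.25 CPM (log2FC -0.82, SE 0.22, adjusted p = 0.0298 from edgeR) and was not a DEG in 6 of the 8 fits that left out 1 well, nor with DESeq2. Irf1 was at 711 ± 36.6 CPM with both factors (log2FC 0.02, SE 0.06, adjusted p = 0.973 from edgeR), and its direction changed in 2 of the 8 fits that left out 1 well. How the counting assigned reads shared between related genes, such as those of the Ifi and Oas families, is not stated.

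**Figure D2:**
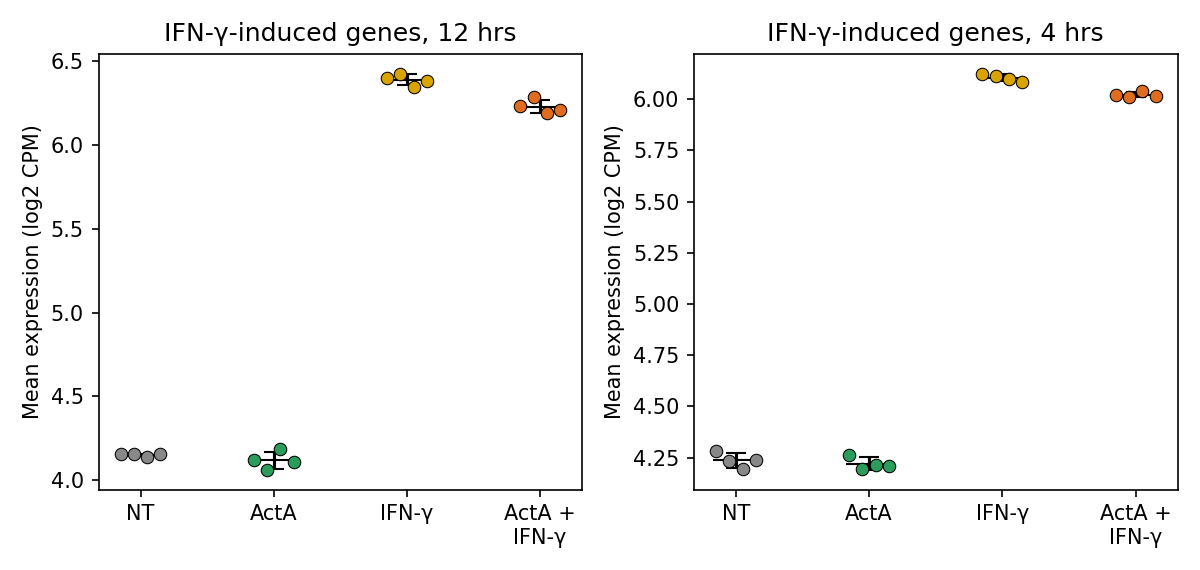
Mean expression in log2 CPM of IFN-γ-induced genes at 12 hrs and at 4 hrs in untreated cells (NT) and with Activin-A (ActA), IFN-γ or both; points are the 4 wells of a group, bars the mean ± SD, and the vertical axis does not start at 0. At 12 hrs the wells with both factors (mean 6.23) lie below those with IFN-γ alone (mean 6.39).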

To assess if Activin-A antagonizes the cytostatic activity of IFN-γ by interfering with cell death, we conducted Alamar Blue assays on cells that were co-treated with the pan-caspase inhibitor Z-VAD-FMK, or with the necroptosis or ferroptosis inhibitors Nec1s or Ferrostatin-1, respectively, together with IFN-γ and with or without Activin-A. We found that IFN-γ treatment severely diminished YUMM3.3 cell proliferation regardless of the presence of these cell death inhibitors, and that the presence of Activin-A largely restores cell proliferation (**Supplementary Figures 6E, F**). Conversely, the addition of Activin-A could not rescue the survival and proliferation of YUMM3.3 cells that were treated with the ferroptosis-inducing agent Erastin (**Supplementary Figure 6F**). These data suggest that Activin-A protects YUMM3.3 cells against inhibition of cell proliferation by IFN-γ likely via a mechanism other than by inhibiting apoptosis, necroptosis or ferroptosis.

**Figure 6:**
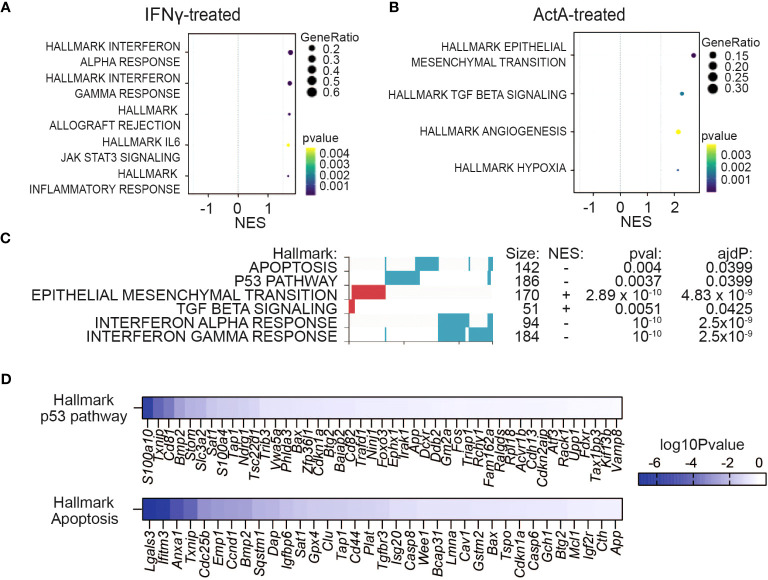
Activin-A precludes IFNγ-induced cytostatic effect in melanoma cells without directly augmenting IFN gene signatures *in vitro*. **(A, B)** GSEA plots showing enriched hallmark pathways in YUMM3.3 cells treated with 50 ng/ml ActA **(A)** or 20 ng/ml IFN-γ **(B)** during 12 hrs. **(C)** GSEA analysis showing differential regulation of Hallmark gene set signatures (red, upregulated; blue downregulated) in YUMM3.3 cells treated 12 hrs with 20 ng/ml IFN-γ plus 50 ng/ml ActA, versus IFN-γ alone. **(D)** Genes leading the p53 and apoptosis hallmarks downregulation by the Activin-A/IFN-γ combo compared to treatment with IFN-γ alone.

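The 40 tested genes of the p53 list in Figure 6D had an NES of -2.42 with both factors against IFN-γ alone at 12 hrs (fgsea, adjusted p = 3.13e-10), and the 34 of the apoptosis list -2.50 (adjusted p = 3.63e-12). The paper took these lists from the same comparison of the same wells, so that their scores restate that choice. Within the lists, 4 and 6 genes, respectively, were DEGs in that comparison, all lower, and 0 genes of either list were higher by any amount. In the wells at 4 hrs, from which the lists were not taken, both factors against IFN-γ gave an NES of -1.92 for the p53 list (adjusted p = 0.00222, and 0.000993 to 0.230 over 4 alternatives) and -1.83 for the apoptosis list (adjusted p = 0.00953, and 0.00349 to 0.302 over 4 alternatives), each above 0.05 with ranking by log2FC. Against untreated cells at 12 hrs the p53 list had an NES of 1.61 with IFN-γ (adjusted p = 0.0174, and 6.73e-06 to 0.0891 over 4 alternatives) and -2.01 with Activin-A alone (adjusted p = 0.0101, and 0.000506 to 0.0534 over 4 alternatives). For the apoptosis list these were 1.57 (adjusted p = 0.0323, and 3.48e-06 to 0.122 over 4 alternatives) and -2.10 (adjusted p = 0.00382). The wells with IFN-γ at 12 hrs took part in the choice of the lists, which favors genes that are high in them. The lists share genes, among them Txnip, Tap1 and Cdkn1a. Tap1, and Ifitm3 of the apoptosis list, are also among the genes labelled for IFN-γ in Supplementary Figure 6C. The scores of the lists are thus not separate from each other or from the response to IFN-γ. With IFN-γ at 4 hrs the NES was 1.60 for the p53 list (adjusted p = 0.0251, and 0.000734 to 0.0912 over 4 alternatives) and 1.54 for the apoptosis list (adjusted p = 0.0592, and 0.00896 to 0.0912 over 4 alternatives). Between both factors and IFN-γ alone, Reactome's intrinsic pathway for apoptosis and its apoptotic execution phase, chosen without reference to these wells, had an NES of -0.98 (adjusted p = 0.513) and -1.04 (adjusted p = 0.430). Among the listed genes, 4 were picked after their values were seen. Txnip (ENSMUSG00000038393) fell from 98.3 ± 15.0 to 59.6 ± 13.0 CPM (SD, n = 4; log2FC -0.71, SE 0.14, adjusted p = 0.000412 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 4 wells below all 4 of IFN-γ alone and -0.71 with the replicate block as well. Cdkn1a (ENSMUSG00000023067), at 137 ± 10.9 and 117 ± 20.6 CPM, had a log2FC of -0.21 (SE 0.11, adjusted p = 0.498 from edgeR) and was lower in 3 of 4 pairs of wells. Sat1 (ENSMUSG00000025283), at 214 ± 23.2 and 178 ± 28.3 CPM, had a log2FC of -0.28 (SE 0.09, adjusted p = 0.135 from edgeR), was lower in 4 of 4 pairs, and was a DEG in 1 of the 8 fits that left out 1 well. Cth (ENSMUSG00000028179), at 60.1 ± 5.54 and 50.8 ± 10.4 CPM, had a log2FC of -0.25 (SE 0.15, adjusted p = 0.620 from edgeR), with 1 well of both factors at 35.2 CPM and the others at 55.2 to 56.7 CPM.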

To test if IFN-γ interferes with the cell cycle, we transduced YUMM3.3 cells with the fluorescence ubiquitination cell cycle indicator (FUCCI) (37) and assessed the percentages of cells in G1 or G2/S/M phase upon treatment with IFN-γ that were co-treated or not with Activin-A. We found that in YUMM3.3 cells that survived in the presence of IFN-γ, Activin-A did not change the cell cycle progression (**Supplementary Figure 6G**). To address how many of these genes might be directly deregulated by Activin-A in tumor cells also *in vivo*, we compared the DEGs that are common in YUMM3.3 cells both in culture and in tumor grafts. We observed that only 1.25% of DEGs in engrafted tumor cells overlapped with the 123 DEGs that were also regulated by Activin-A treatment in cultured cells (**Supplementary Figures 6H, I**). 

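Supplementary Table 3 lists 123 genes, as many as the paper's Activin-A DEGs in culture, with the paper's own log2FC for Activin-A. Of these, 122 passed the filter on low counts, and each of the 122 was a DEG in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, in the paper's direction. With adjustment over the 122 listed genes alone, the number was again 122, and with the replicate block it was 122 as well. Because the list holds the paper's own calls on these wells, this number shows no stability. No estimate differed from the paper's log2FC by more than 0.0998, and each lay within 1 SE of it. Leaving out 1 well at a time, between 116 and 122 of the genes were DEGs.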

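The 122 genes of Supplementary Table 3 that passed the filter were also tested for their response to IFN-γ alone in culture at 12 hrs. The untreated wells were those behind the paper's Activin-A calls, which ties the estimates of both comparisons. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 42 of the tested genes were IFN-γ DEGs, 16 higher and 26 lower. They were counted over all tested genes of the table, which may hold more genes than those shared with engrafted tumor cells. Of these, 2 rose more than 2-fold, Fst (ENSMUSG00000021765) and AA467197 (ENSMUSG00000033213), and Dmp1 (ENSMUSG00000029307) and Nefl (ENSMUSG00000022055) fell more than 2-fold, with a log2FC of -1.20 and -1.12. AA467197 and Nefl were named after their values were seen. Fst rose from 616 ± 19.7 CPM in untreated cells to 1634 ± 55.3 CPM with IFN-γ (SD, n = 4; log2FC 1.41, SE 0.05, adjusted p = 2.98e-43 from edgeR) and was 517 ± 55.1 CPM with Activin-A (log2FC -0.25, SE 0.06, adjusted p = 0.00501 from edgeR). Its call with Activin-A was lost in 1 of the 8 fits that left out 1 well, the block giving -0.25 as well. AA467197 rose from 308 ± 18.3 to 903 ± 72.1 CPM with IFN-γ (log2FC 1.55, SE 0.07, adjusted p = 2.42e-40 from edgeR) and was 244 ± 20.7 CPM with Activin-A (log2FC -0.33, SE 0.08, adjusted p = 0.00354 from edgeR). For Fst and AA467197, all 4 treated wells lay beyond all 4 untreated wells in either comparison. The lists of Figures 3B and 3C, IFN signaling and IFN signal transduction, and Reactome's IFN-γ and IFN-α/β signaling sets held 0 of the table's genes.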

Importantly, this overlap did not include IFN-regulated genes (**Supplementary Table 3**). These data suggest that stimulation of the IFN signature by Activin-A *in vivo* likely depends primarily on the TME.

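The IFN score of cells given Activin-A without IFN-γ was 4.12 ± 0.05 (SD, n = 4) at 12 hrs and that of untreated cells 4.15 ± 0.01, a difference of -0.032 that did not exceed the spread between wells (two-sided exact permutation test, p = 0.314, where 0.0286 is the smallest possible). It stayed between -0.054 and -0.013 with each well left out in turn, but the value of -0.054, without replicate 3 of Activin-A, reached p = 0.0286 in the permutation test of 3 wells against 4. The alternative that moved it most, the genes of the paper's figures, gave -0.0097. As a block of same-numbered pairs, the exact sign-flip p was 0.5. None of 4 IFN sets was enriched in this comparison: the list of Fig. 3B had an NES of -0.78 (fgsea, adjusted p = 0.782), that of Fig. 3C -0.75 (adjusted p = 0.782), Reactome's IFN-γ signaling set -1.19 (adjusted p = 0.406) and its IFN-α/β signaling set -0.82 (adjusted p = 0.782). With Activin-A, Irf1 had a log2FC of 0.01 (SE 0.15, adjusted p = 0.983 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between -0.04 and 0.09 on leaving out each well. The paper sets the IFN signature of Activin-A-expressing tumors against its DEGs in culture, with which a small share of the DEGs of engrafted tumor cells overlapped and, as it reads them, no IFN-regulated ones. From this, the paper proposes that Activin-A raises the IFN signature in vivo mainly through the TME.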

### Activin-A tumor-promoting role is dependent on STING in YUMM3.3 cells

To assess the contribution of IFN signaling to Activin-A induced tumor growth, mice bearing YUMM3.3-Ctrl or YUMM3.3-βA tumors were treated with the JAK1/2 inhibitor Ruxolitinib or with empty vehicle control (DMSO). In the DMSO-treated group, βA-expressing tumors retained their expected growth advantage compared to Ctrl. By contrast, in Ruxolitinib-treated hosts, Ctrl tumors grew almost as fast as βA tumors (**Figures 7A, B**). Thus, in presence of Ruxolitinib, a trend for βA to still accelerate both the volume and the weight of tumors no longer reached statistical significance (**Figures 7B, C**). To further demonstrate the significant reduction in JAK-mediated tumor immune surveillance by βA, we also plotted the volumes of Ruxolitinib-treated tumors at the endpoint relative to the volumes of analogous tumors in DMSO-treated mice. We found that Ruxolitinib treatment increased the growth of Ctrl tumors by 546%, compared to only 247% in βA tumors, which corresponds to a 2.2-fold difference (**Figure 7D**). These results indicate that Activin-A promotes tumor growth at least in part by interfering with anti-tumoral JAK1/2.

**Figure 7:**
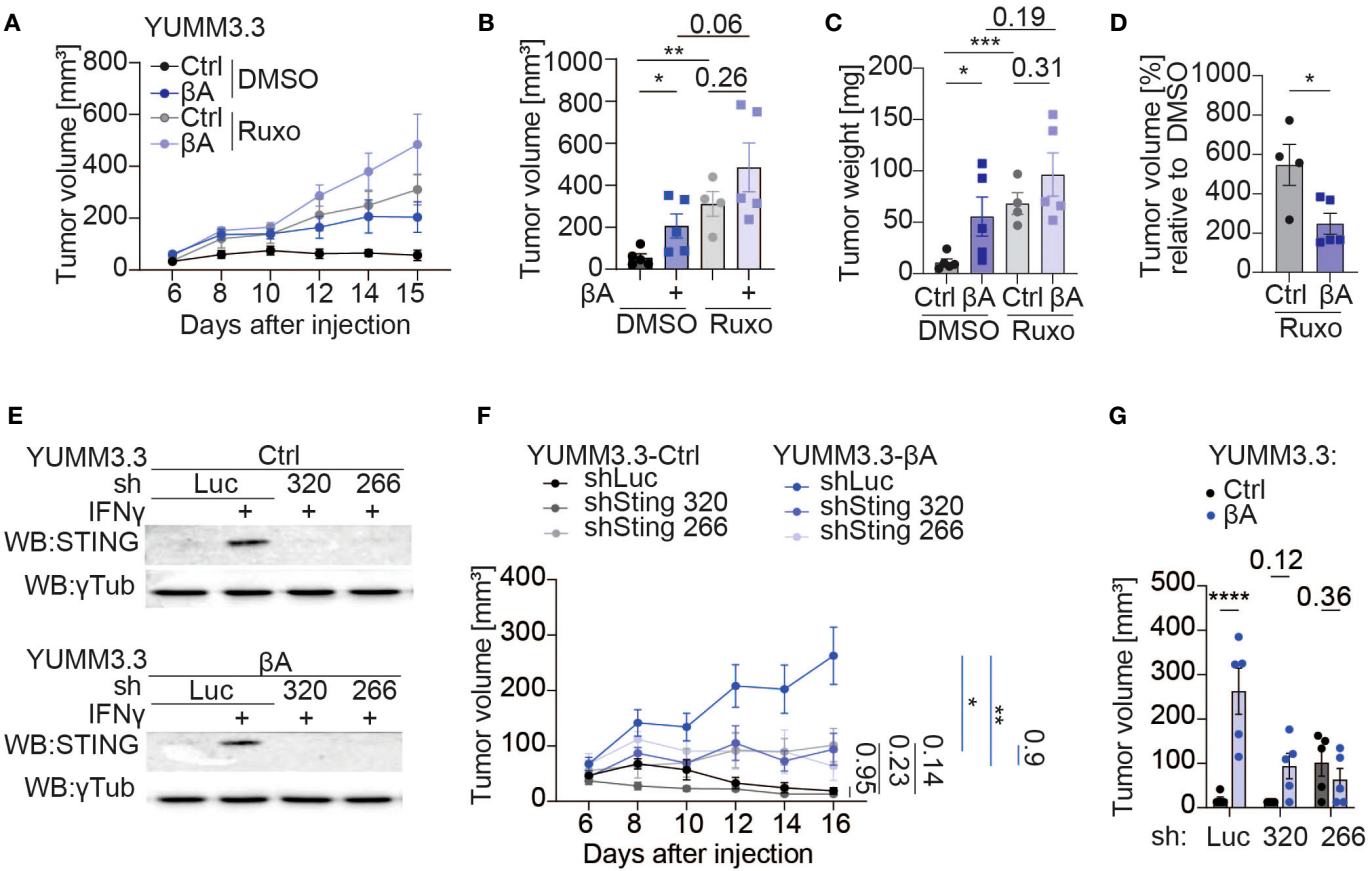
Sting knockdown partially diminishes the tumor-promoting function of Activin-A. **(A–D)** Growth curves **(A)**, individual tumor volumes **(B)**, tumor weights **(C)**, and tumor volumes of treatment groups normalized to a vehicle **(D)** at the endpoint of YUMM3.3-Ctrl and YUMM3.3-βA tumor grafts in C57BL/6J mice after treatment with 1 mg of Ruxolitinib, or DMSO control. Error bars, SEM (n=5 per genotype); **p<0.01, ***p<0.001, ordinary one-way ANOVA with Holm-Šídák correction for multiple comparisons. **(E)** Western blot analysis of STING protein levels in YUMM3.3-Ctrl (top) and YUMM3.3-βA cells (bottom) that were stimulated with 20 ng/ml IFN-γ for 12 hrs after stable transduction with the indicated lentiviral shRNA expression vectors. Analysis of γ-Tubulin served as a loading control. **(F, G)** Growth curves **(F)** and tumor volumes at the endpoint **(G)** of syngeneic YUMM3.3-Ctrl and YUMM3.3-βA melanoma grafts expressing shLuc, shSting 320 or shSting 266. Error bars, SEM (n=5 per genotype); *p<0.05, **p<0.01, ****p<0.0001, two-way ANOVA with Holm-Šídák correction for multiple comparisons.

JAK1/2 signaling is necessary to mount effective anti-tumor responses, which in turn are required to slow the growth of Ctrl compared to βA-expressing melanoma (17, 38). Considering that Activin-A secretion in YUMM3.3-βA tumors did not increase *Ifng* transcription at the stage examined, we hypothesized that its tumor-promoting function may involve STING activation, because STING can upregulate an IFN signature independently of IFN-γ via type I interferons (39). To address this, we transduced YUMM3.3-Ctrl and YUMM3.3-βA cells with shRNAs 320 or 266 targeting *Sting*, or with luciferase (shLuc) as a control. Upon treatment with IFN-γ, STING protein accumulated specifically in shLuc-transduced cells both in the presence and absence of the βA transgene, but not in sh320 or sh266 cells, confirming efficient KD (**Figure 7E**, **Supplementary Figure 7A**). Knock-down of *Sting* did not impair YUMM3.3 cell proliferation or suppress its inhibition by IFN-γ in Alamar Blue assays (**Supplementary Figure 7B**). To investigate the influence of STING in tumor cells on the effect of Activin-A *in vivo*, we grafted YUMM3.3-ctrl or βA cells expressing shSting 320 or 266 or shLuc in syngeneic mice. Analysis of tumor growth curves revealed that shLuc-expressing cells only efficiently formed tumors if they also express βA, confirming that immune protection and its possible stimulation by shRNA vector can be potently inhibited by Activin-A (40). Compared to shLuc, *Sting* shRNAs did not significantly influence the growth of YUMM3.3-Ctrl tumors. However, they specifically reduced the growth of βA tumors. Consequently, Ctrl and βA tumors depleted of STING grew at comparable rates (**Figures 7F, G**). These results suggest that the tumor-promoting role of Activin-A depends on pernicious STING activation in tumor cells.

## Discussion

Previously, we reported that Activin-A secretion by melanoma cells promoted tumor growth in three independent syngeneic grafting models by facilitating CD8^+^ T cell exclusion (16, 17). Here, transcriptional profiling by scRNA-seq in one of these models at a stage prior to overt CD8 T cell exclusion revealed that Activin-A first enriched a population of monocytes and macrophages (MonoMacs) at the expense of neutrophils, coinciding with prominent transcriptional changes within the cancer cells themselves, DC, MonoMacs, and fibroblast populations. Interestingly, among several significantly altered hallmark gene set signatures of cancer, Activin-A secreting tumors most prominently upregulated IFN pathways across multiple cell types. Further emphasizing an intersection with IFN signaling, Activin-A also modulated an IFN-γ response within these melanoma cells *in vitro*, as shown by increased STAT1 phosphorylation accompanied by a marked attenuation of IFN-γ induced cytostasis. Finally, knockdown of *Sting* and, to a lesser extent, pharmacological inhibition of JAK diminished the tumor growth-promoting effect of Activin-A in syngeneic grafts. Besides a first snapshot of Activin-A induced changes in the TME of a solid cancer at single-cell resolution, these findings provide proof of principle that the associated immune evasion and tumor growth can be mitigated by targeting a novel interaction with the STING pathway.

Depending on the context, Activin-A signaling can be pro- or anti-inflammatory in multiple cell types of the innate and adaptive immune systems during infectious and autoimmune diseases, and in allergic disorders (9). However, available insights into the roles of Activin-A in regulating anti-tumor immunity are scarce. Here, transcriptional profiling of the widely used *Braf* mutant syngeneic YUMM3.3 mouse melanoma model showed that gain of Activin-A secretion enriched MonoMacs population at the expense of neutrophil infiltration already at an early stage of tumor growth. An increase of monocyte and macrophage populations by cancer cell-derived Activin-A has also been observed by flow cytometry in YUMM3.3 and iBIP2 melanoma, and in skin cancer models (17, 19). Depletion of neutrophils by Activin-A to our knowledge has not been described in these or other cancer types, but is consistent with an inhibitory effect of Activin-A on the chemotaxis and recruitment of neutrophils to *S. aureus* infection sites in mouse skin (41). In our dataset, neutrophils expressed only very low levels of activin receptors, though, suggesting that Activin-A may deplete neutrophils indirectly. Indeed, ligand-target interaction analysis of Activin-A responsive cells in the TME identified no neutrophils, but DCs, MonoMacs, Fibroblasts, Pericytes, and Endothelial and Tumor cells, all of which also transcribed activin type I and II receptors. Thus, Activin-A may promote immune suppression and the associated tumor growth by several mechanisms, including remodeling of innate immune responses and of the perivascular niche, alongside changes in the transcriptome of tumor cells.

Interestingly, while Activin-A secretion by the melanoma cells did not significantly alter the numbers of fibroblasts or endothelial cells, it almost completely depleted the pericytes. Since pericytes are crucial for the maturation and function of microvessels, future studies should investigate how Activin-A diminished their numbers, and how this depletion might influence tumor vascularization. In endothelial cells, Activin-A can directly inhibit cell proliferation (42–44), or stimulate it by promoting VEGF-A expression (45, 46). Although we observed no upregulation of *Vgfa* in endothelial cells of YUMM3.3 tumors, *INHBA* overexpression also promotes tumor vascularization in B16-F1 melanoma and in transgenic mouse models of skin squamous cell carcinoma, where this effect was enhanced by a polarizing effect on tumor-associated macrophages (16, 19). Whether tumor vascularization is similarly enhanced by Activin-A in YUMM3.3 melanoma grafts, or whether a proangiogenic activity can be masked by the depletion of pericytes warrants further study. Here, we also did not further investigate a role in fibroblasts because these cells were scarce. However, fibroblast activation by Activin-A plays a crucial role in wound healing, scarring and extracellular matrix remodeling (47, 48). Furthermore, fibroblasts that are activated by *INHBA* expression in keratinocytes of human papilloma virus-induced skin tumors have been shown to promote tumor cell migration, angiogenesis and an inflammatory response gene signature (49). Activin-A signaling is also increased in cancer-associated fibroblasts of the invasive niche in human basal cell carcinoma (21). Consistent with these studies, we found that fibroblasts in *INHBA*-overexpressing melanoma increased their expression of chemokines, cytokines, inflammatory responses, and hallmark signatures associated with TNF signaling.

Gene set enrichment analysis showed the most pronounced alteration of cancer hallmark gene set signatures in DCs and MonoMacs. A previous *ex vivo* analysis established that monocyte-derived DC subsets can also secrete Activin-A by themselves to thereby promote their phagocytic activity (50) while dampening MHC-II expression and T cell activation (51) and the LPS-induced secretion of the chemokines CCL2, CXCL8, and CXCL10, and of IL-6 and IL-12p70 (52). Furthermore, analysis of DCs derived from the bone marrow of *Inha* ^-/-^ mice lacking the activin receptor antagonist inhibin indicated that one or several endogenous activins dampen DC maturation both *in vitro* and *in vivo* (53). Here, Activin-A secretion by YUMM3.3 cells did not diminish MHC I expression in DCs but rather increased it. Furthermore, MHC II gene expression was unchanged, concurring with the fact that a tolerogenic downregulation of MHC II in lymph node DCs by Activin-A in a mouse model of allergic airway disease is indirect and mediated by the induction of Tregs (54). In good agreement, melanoma cell-derived Activin-A also did not induce Tregs or impair the maturation of cDC1 cells (17).

Our previous cytokine and chemokine profiling in short term cultures of dissociated YUMM3.3 melanoma grafts showed that Activin-A secretion by the cancer cells diminishes both the levels of IFN-γ and the secretion of CXCL9 and CXCL10 in the conditioned medium (17). Quantification of intracellular CXCL10 staining by flow cytometry confirmed that Activin-A signaling also downregulated CXCL10 in intratumoral macrophages of *INHBA*-expressing tumors, and in murine cDC1 cells. However, as shown in the present study, *INHBA* overexpression in YUMM3.3 tumors did not result in a corresponding decrease in *Cxcl9* or *Cxcl10* mRNA levels, strongly suggesting that the expression of these chemokines is regulated post-transcriptionally. The functional relevance of Activin-A signaling in DCs for its tumor-promoting function in melanoma or other cancers, and possible mechanisms of how it attenuates CXCL9/10 secretion in myeloid lineages warrant further investigation. Separate studies will also be needed to define the precise roles of activin signaling in tumor-associated macrophage subsets. Antibody depletion of CSF1R^+^ macrophages in *INHBA*-driven skin squamous cell carcinoma delayed the onset of tumor growth and decreased tumor vascularization (19). By contrast, depletion of this subset in YUMM3.3 melanoma did not diminish the tumor-promoting activity of Activin-A (17). However, a possible tumor-promoting role for other MonoMacs populations cannot be excluded.

Within the melanoma cells themselves, *INHBA* expression led to an increase in gene signatures related to EMT transition, neuron development, neural crest cell migration, and regulation of stem cell differentiation, consistent with known functions of Activin-A and SMAD2/3 transcription factors in stimulating melanoma cell migration (16, 55, 56). While TGF-β is an established EMT inducer in various cell lines, the role of Activin-A in this process is less clear, even though both ligands share the same SMAD transcription factors for canonical signal transduction. In ovarian cancer cells, Activin-A treatment promotes EMT via canonical SMAD2/3 signaling together with SMAD4 (57), whereas in colon and breast cancer cells, it has been reported to promote EMT and cell migration or invasiveness independently of SMAD4 (7, 58). In addition, our comparison of differentially regulated gene signatures in control and Activin-A secreting tumors identified inflammatory IFN-A and IFN-γ responses as the cancer hallmark signatures that were most significantly upregulated by Activin-A in nearly all cell types, including the cancer cells themselves. We observed no corresponding increase in the transcription of either type I or II interferons aside from Th1 cells, where it also remained very modest. However, melanocytes in neonatal skin and UVB-initiated melanoma cells are protected from immune-mediated killing by IFN-γ that is secreted by CCR2^+^ macrophages (59). Thus, Activin-A may increase IFN-γ in YUMM3.3 melanoma grafts indirectly by enriching the TME for macrophages. Importantly, the striking increase in the inflammatory IFN signatures by Activin-A did not improve T cell recruitment or the expression of T cell activation markers, but instead correlates with CD8 T cell exclusion and increased tumor growth (17). We also did not observe increased recruitment of NK cells or major changes in their transcriptome, even though Activin-A has been reported to noticeably slow their proliferation and modulate their cytokine expression when added as a recombinant protein or presented by dendritic cells *in vitro* (60, 61). Chronic exposure of B16 mouse melanoma cells to IFN-γ stimulates the expression of the checkpoint receptors PD-1, CTLA-4, LAG-3, and of TIM-3 ligands, as well as the resistance to combined ICB therapies in tumor grafts (62). At the early stage of YUMM3.3 tumor growth examined here, Activin-A secretion increased the expression of the ligands *Lgals3*, *Hmgb1*, *Lgals9*, *CD274* in various cell types. This is consistent with the notion that chronic IFN-γ signaling in melanoma patients promotes immune evasion (63).

While crucial in the innate and adaptive immune responses, IFNs also have direct effects on cancer cells. For example, in prostate cancer, JAK/STAT inflammatory signaling initiates lineage dedifferentiation and outgrowth of castration-resistant organoids (64). By contrast, IFN-γ treatment of patient-derived melanoma cells for 7 days has recently been shown to inhibit growth between 20-80% in 29 out of 31 cases examined (65). Here, sustained *INHBA* expression or acute treatment of YUMM3.3 melanoma cells with recombinant Activin-A enhanced STAT1 phosphorylation by IFN-γ but interfered with cytostatic IFN-γ signaling *in vitro* without further upregulating IFN target genes. These observations indicate that Activin-A likely stimulates an inflammatory IFN signature *in vivo* by altering the TME. Several mechanisms have been described how IFN-γ can induce growth inhibition in cancer cells, including activation of ERK signaling (63, 65). Here, we found that the cytostatic effect observed in YUMM3.3 treatments was independent of apoptosis, necroptosis, ferroptosis or cell cycle arrest. Whether ERK signaling or a pseudo-EMT signature are involved remains to be determined. EMT tends to de-sensitize epithelial cancers to chemotherapies (66). However, here, upregulation of an EMT signature in YUMM3.3 cells provided no resistance to the chemotherapeutic agent carboplatin, indicating that Activin-A signaling in these cells selectively promoted the evasion of cytostatic IFN-γ signaling but not chemoresistance. IFN signaling in cancer cells is necessary for the response to immunotherapies, and loss of JAK1/2 or of IFN-inducible MHC I genes frequently accounts for therapy resistance (67–69). Furthermore, an IFN signature can positively predict responses to PD1 inhibition in several cancer types (70). However, others have found that IFN signature can be upregulated in both responders and non-responders, and that increased expression of IFN related genes can even predict poor response to ICB therapy, chemotherapy and radiation (62, 64, 71–74). Interestingly, the 18 genes of an IFN signature marking non-responders include *INHBA* and *CCL2* (72). Here, our analysis in YUMM3.3 melanoma showed that *Ccl2* was upregulated by Activin-A both in the tumor cells and in fibroblasts. Furthermore, our survey of publicly available gene expression data revealed upregulation of IFN response gene signatures and increased *STAT1* and *CGAS* expression in presence of high levels of *INHBA* transcripts in human tumors. In keeping with the dual role of IFN signaling in both inhibiting and promoting anti-tumor immunity, treatment of YUMM3.3 melanoma-bearing mice with JAK1/2 inhibitors drastically accelerated the growth of Ctrl tumors, thereby minimizing the difference compared to the growth rate of βA tumors. This corroborates the conclusion of previous reports that Activin-A promotes growth by inhibiting CD8^+^ T cell responses in several melanoma models (16, 17).

Increased IFN signaling in cancer can also be a consequence of the release of double-stranded DNA into the cytoplasm that induces the synthesis of cyclic GMP-AMP (cGAMP) by cGAMP synthase (cGAS) upstream of STING (75). Secretion of cGAMP by cancer cells stimulates STING in various immune cells, including anti-tumor NK cells (76). By contrast, in a chemically induced mouse model of squamous cell carcinoma of the skin, STING is responsible for tumor-promoting inflammation and cancer formation, acting both within epidermal cells and in bone marrow-derived immune cells (5). Furthermore, cancer cell-intrinsic STING signaling associated with an inflamed cell state has been shown to facilitate metastatic growth in preclinical models of breast cancer by activating NFκB (77), and it also mediates tumor immune evasion and immunotherapy resistance in genetically unstable BRCA1 mutant ovarian cancer by driving VEGFA-induced tumor vascularization (78). For patients receiving immunotherapies, these and possibly other tumor-promoting functions of STING are clinically highly relevant. Indeed, in clinical trials across multiple cancer types, pharmacological STING agonists that boost anti-tumor immunity showed limited efficacy when administered alone because they tend to activate immune checkpoints and tolerogenic Tregs (2). In addition, efficacy of STING agonists in B16-F10 and in the YUMM3.3-related YUMM1.7 melanoma models is limited by epigenetic inhibition of gene transcription (79, 80). Here, we found that STING expression in YUMM3.3 cells was enhanced upon treatment with IFN-γ. Furthermore, while knockdown of *Sting* did not alter YUMM3.3 cell proliferation *in vitro* or its inhibition by IFN-γ treatment, it slowed down the growth of *INHBA*-expressing tumors. Thus, Activin-A depends at least in part on tumor-promoting STING signaling in melanoma cells to accelerate the tumor growth. Overall, these observations uncover a novel interplay of melanoma cell-intrinsic STING and IFN/JAK signaling pathways that will be important to consider for future therapeutic strategies that seek to inhibit melanoma progression and immunotherapy resistance associated with paracrine Activin-A signaling.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO Series accession numbers GSE247229 and GSE247228.

## Ethics statement

The animal study was approved by the cantonal veterinary administration of the canton of Vaud, Chemin des Boveresses 155, 1066 Epalinges. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

KP: Conceptualization, Formal analysis, Investigation, Validation, Visualization, Writing – original draft, Writing – review & editing, Methodology, Project administration, Resources, Data curation. GA: Data curation, Formal analysis, Investigation, Writing – review & editing. JL: Data curation, Formal analysis, Investigation, Validation, Writing – review & editing, Methodology, Visualization. NF: Data curation, Formal analysis, Investigation, Writing – review & editing, Project administration, Supervision, Validation. CI: Supervision, Validation, Writing – review & editing, Project administration. NG: Data curation, Formal analysis, Supervision, Validation, Visualization, Writing – review & editing, Project administration. OE: Writing – review & editing, Resources. SN: Conceptualization, Formal analysis, Investigation, Visualization, Writing – review & editing, Data curation, Methodology, Resources, Software. DC: Conceptualization, Formal analysis, Funding acquisition, Investigation, Project administration, Supervision, Validation, Visualization, Writing – original draft, Writing – review & editing.

# Supplementary material for: Inhibition of anti-tumor immunity by melanoma cell-derived Activin-A depends on STING
**Source:** Front Immunol. 2024 Jan 18;14:1335207. doi: 10.3389/fimmu.2023.1335207
**Supplement:** Supplementary file 1

Supplementary Figures

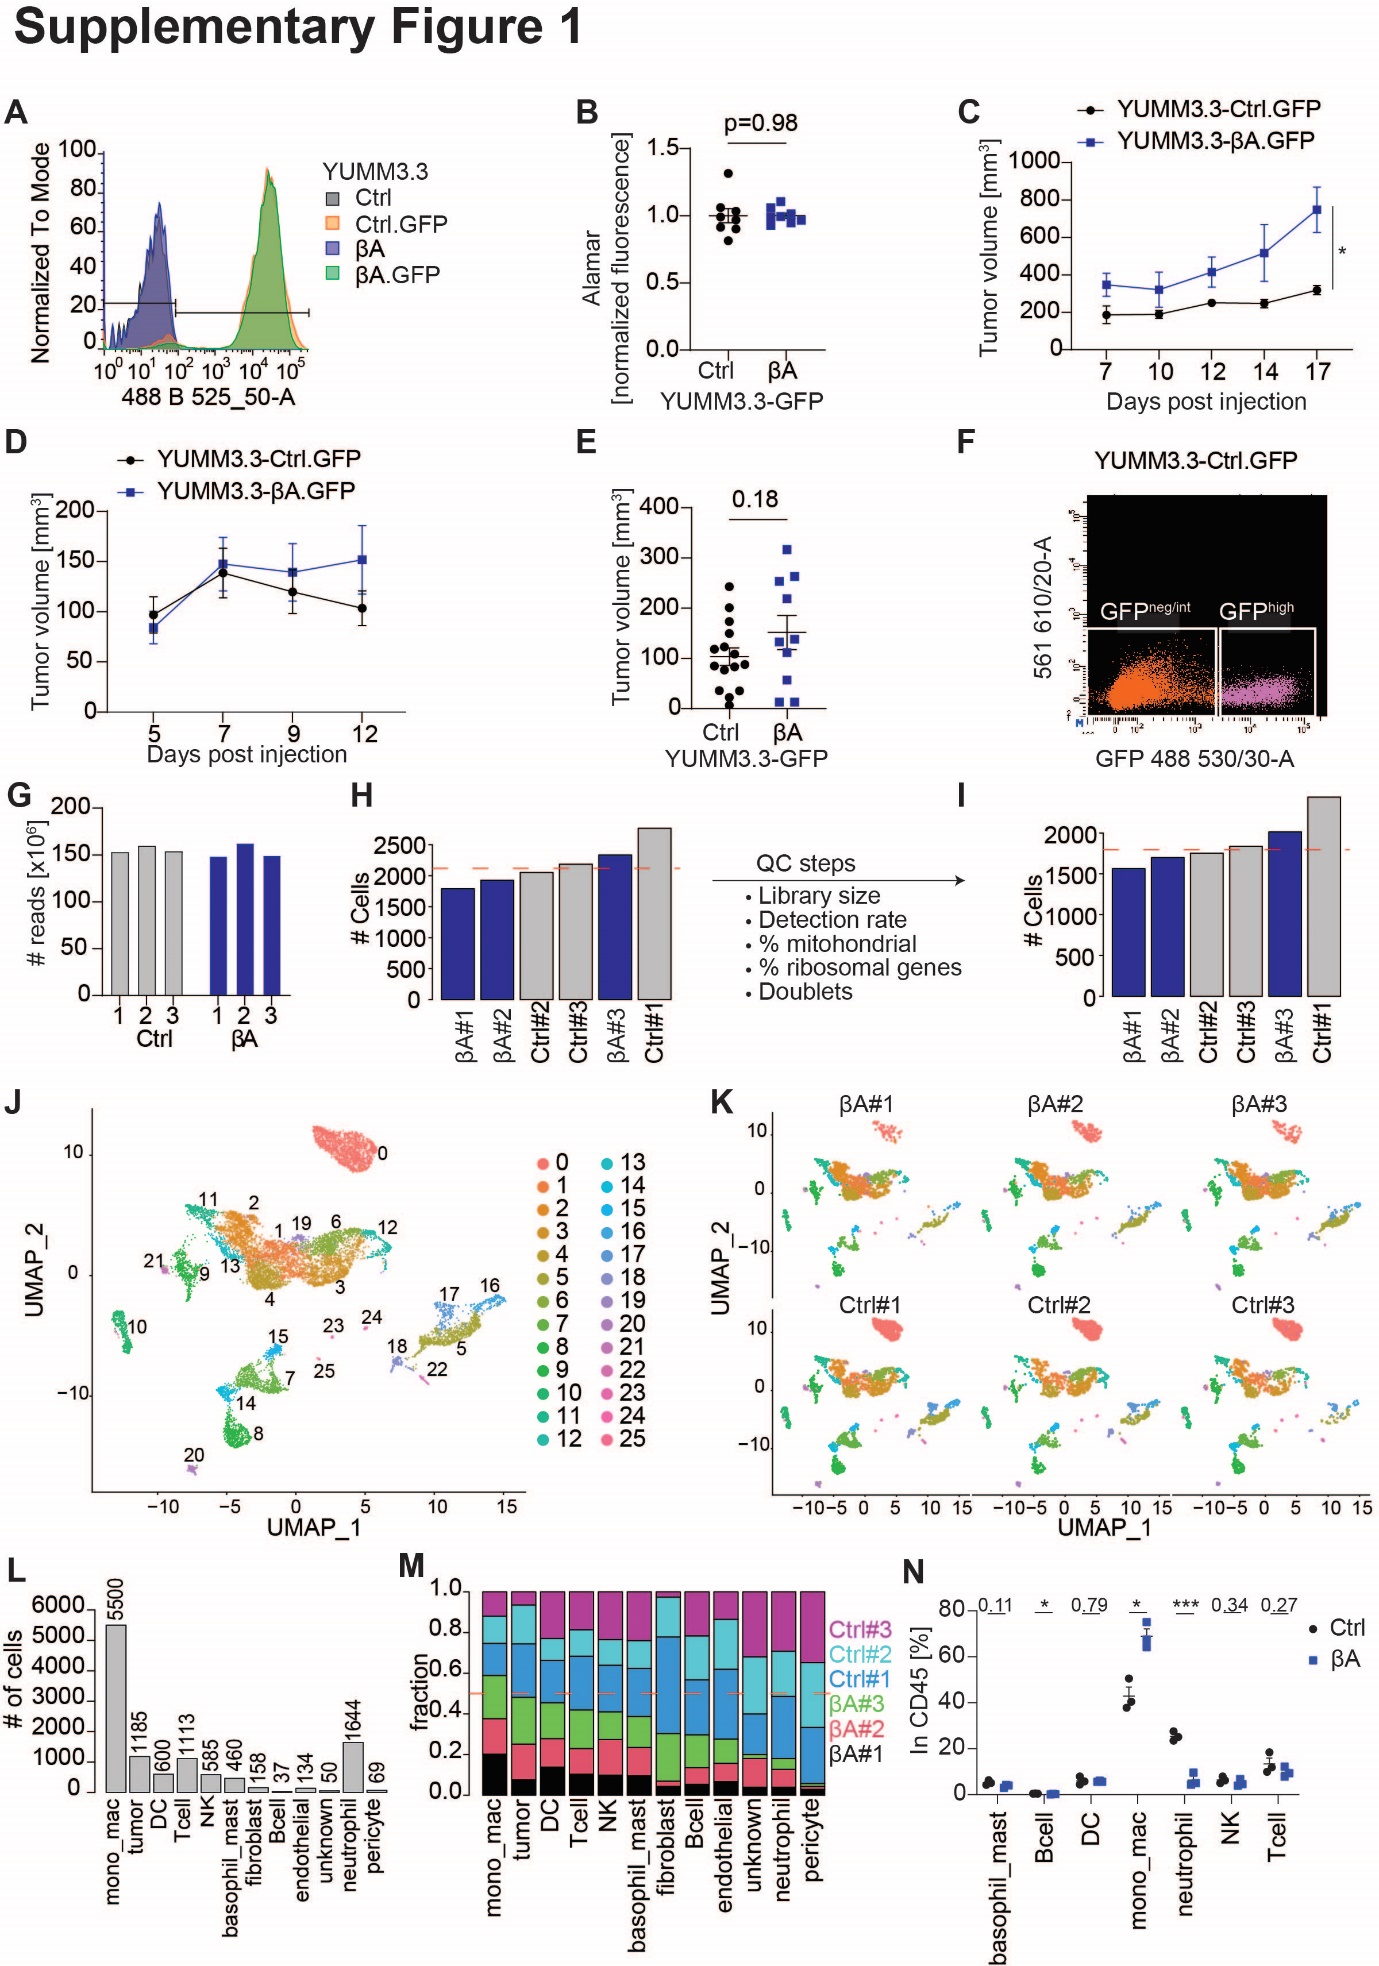

**Supplementary Figure 1.** Identification of cell types in YUMM3.3.GFP melanoma using scRNA-seq analysis. **(A)** Representative histogram of GFP expression measured by flow cytometry in YUMM3.3-Ctrl and -ꞵA cells after lentiviral transduction and in parental cells. **(B, C)** The proliferation of YUMM3.3-Ctrl. and -ꞵA.GFP cells in culture measured by **(B)** Alamar Blue assay (n = 8) and **(C)** their growth when grafted in syngeneic female C57BL/6J mice. Error bars, SEM (n = 3).; *p<0.05, Student’s t-test. **(D, E)** Tumor growth curves **(D)** of YUMM3.3-Ctrl. and -ꞵA.GFP and **(E)** tumor volumes on day 13 after tumor grafting. Error bars, SEM (n = 10 for ꞵA and 15 for Ctrl group); p value, Student’s t-test. **(F)** Representative flow cytometry gating panel for sorting GFP^hi^ tumor cells from other stromal and immune cells before the 10x Genomics analysis. **(G)** The number of gene reads in Ctrl and ꞵA triplicates identified by 10x Genomics. **(H, I)** The number of cells sequenced in each sample **(H)** before and **(I)** after the quality control assessment. **(J, K)** UMAP representation of **(J)** cell clusters in pooled Ctrl and ꞵA samples identified by unsupervised clustering, and **(K)** representation of the clusters in individual samples. **(L, M)** Total cell numbers **(L)** of cell types identified by scRNA-seq and their proportion **(M)** in YUMM3.3 tumors analyzed by 10x Genomics. **(N)** Comparison of frequencies of immune cells in Ctrl and ꞵA samples. Error bars, SEM (n = 3). *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, Student’s t-test

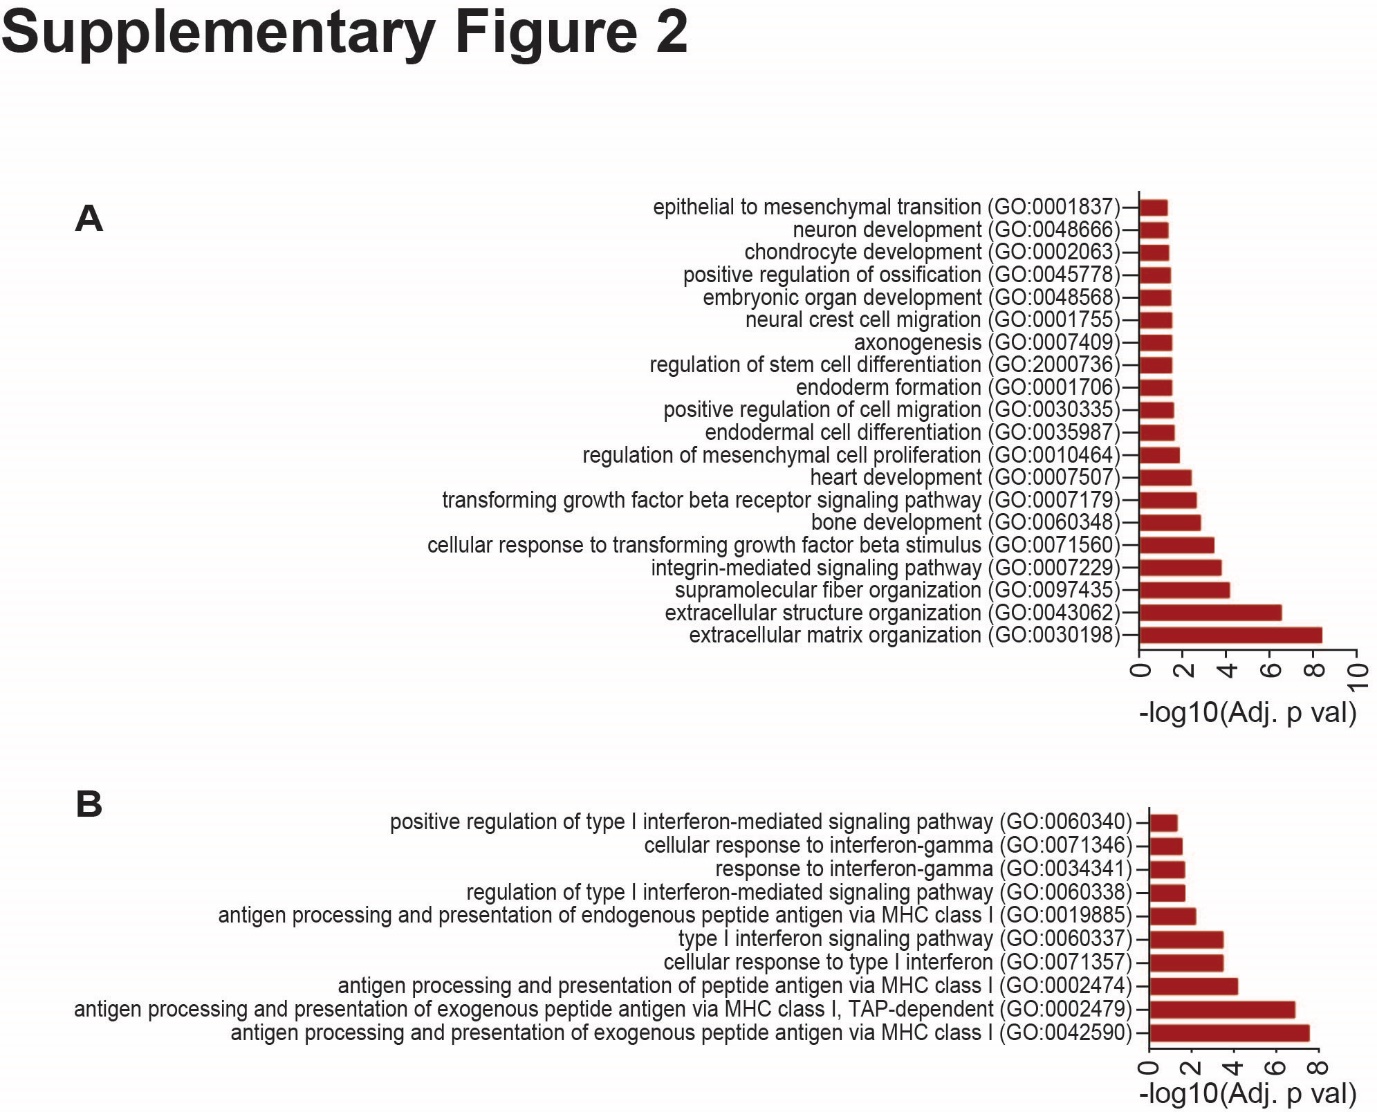

**Supplementary Figure 2.** Activin-A expression upregulates developmental programs in melanoma cells. **(A)** Gene ontology enrichment analysis of ꞵA-upregulated biological processes in YUMM3.3 tumor cells. **(B)** Gene ontology enrichment analysis of ꞵA-upregulated biological processes related to IFN signaling in YUMM3.3 tumor cells.

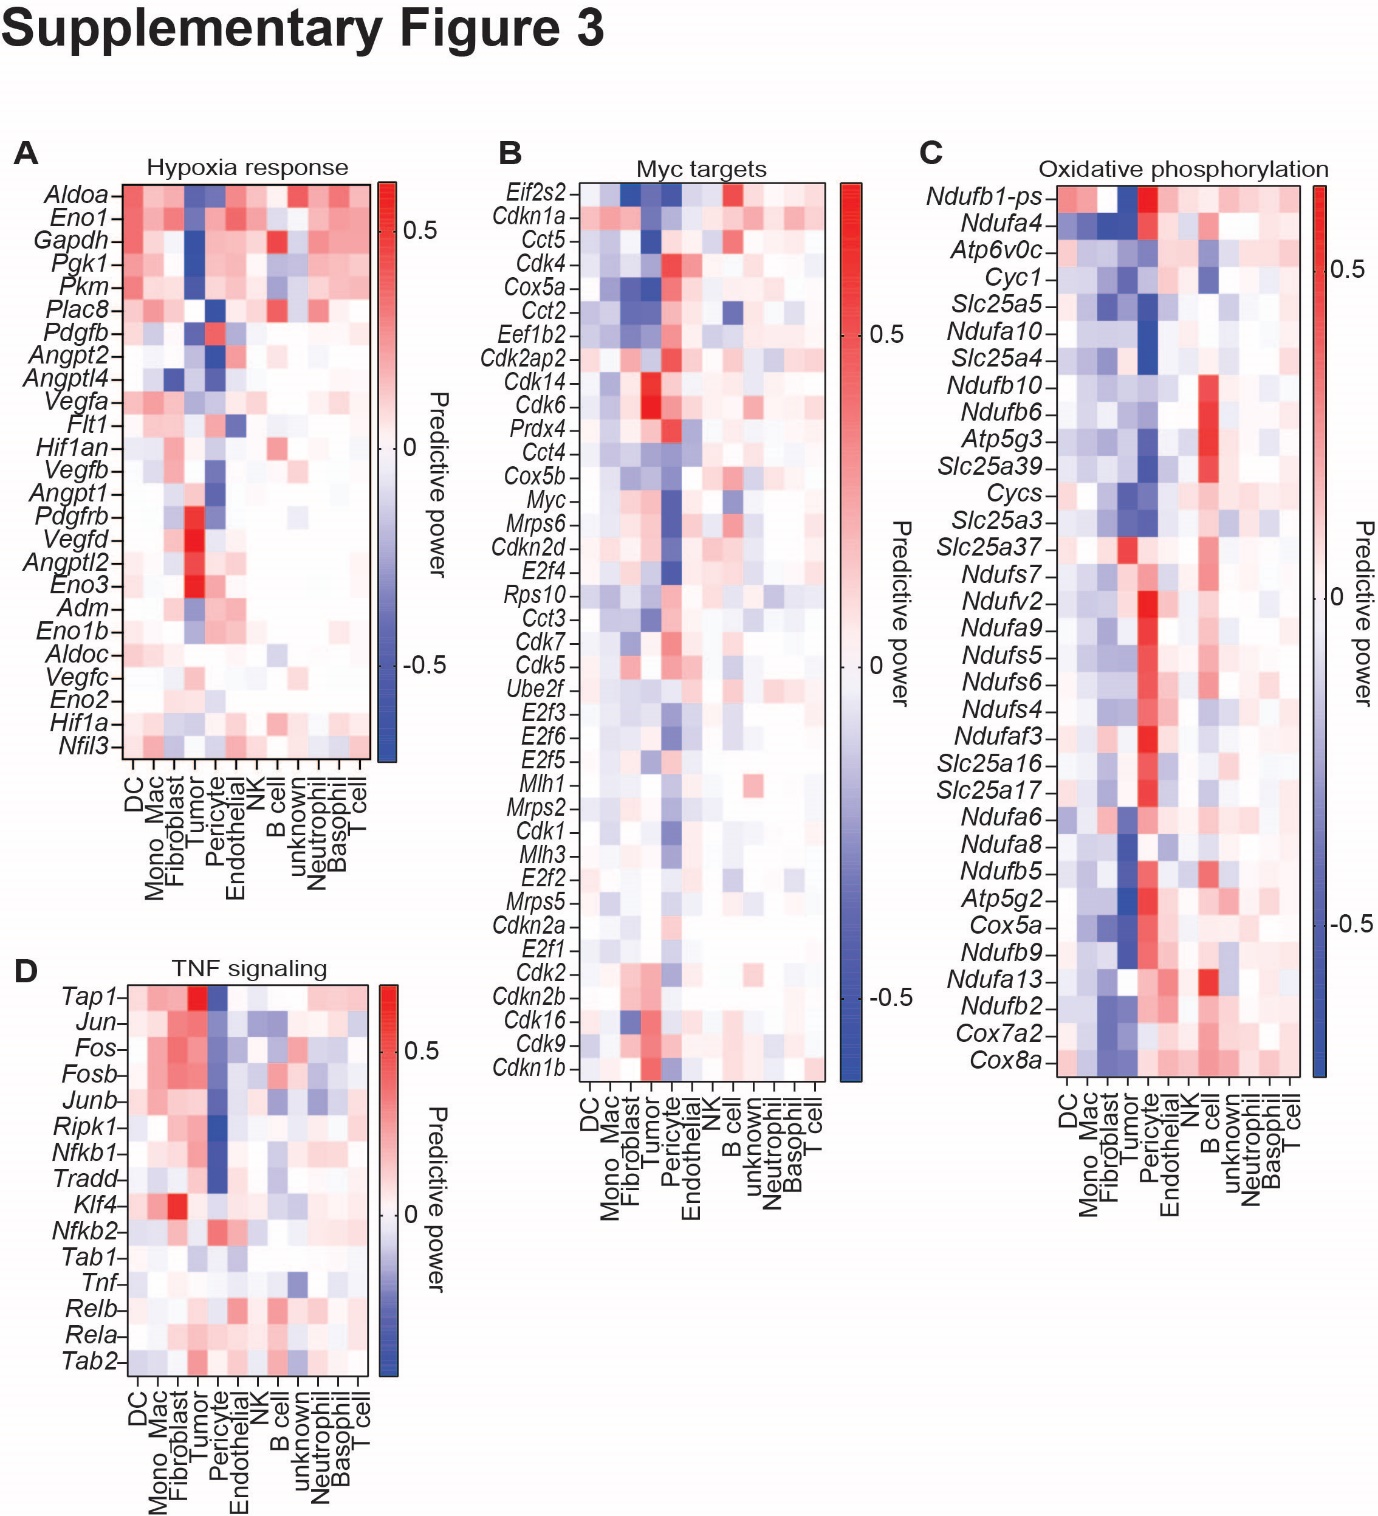

**Supplementary Figure 3.** Characterization of the leading hallmark signature alterations. **(A-D)** Heatmaps of the relative expression levels of differentially regulated genes of **(A)** hypoxia response, **(B)** Myc targets and **(C)** oxidative phosphorylation, and **(D)** TNF hallmark gene sets.

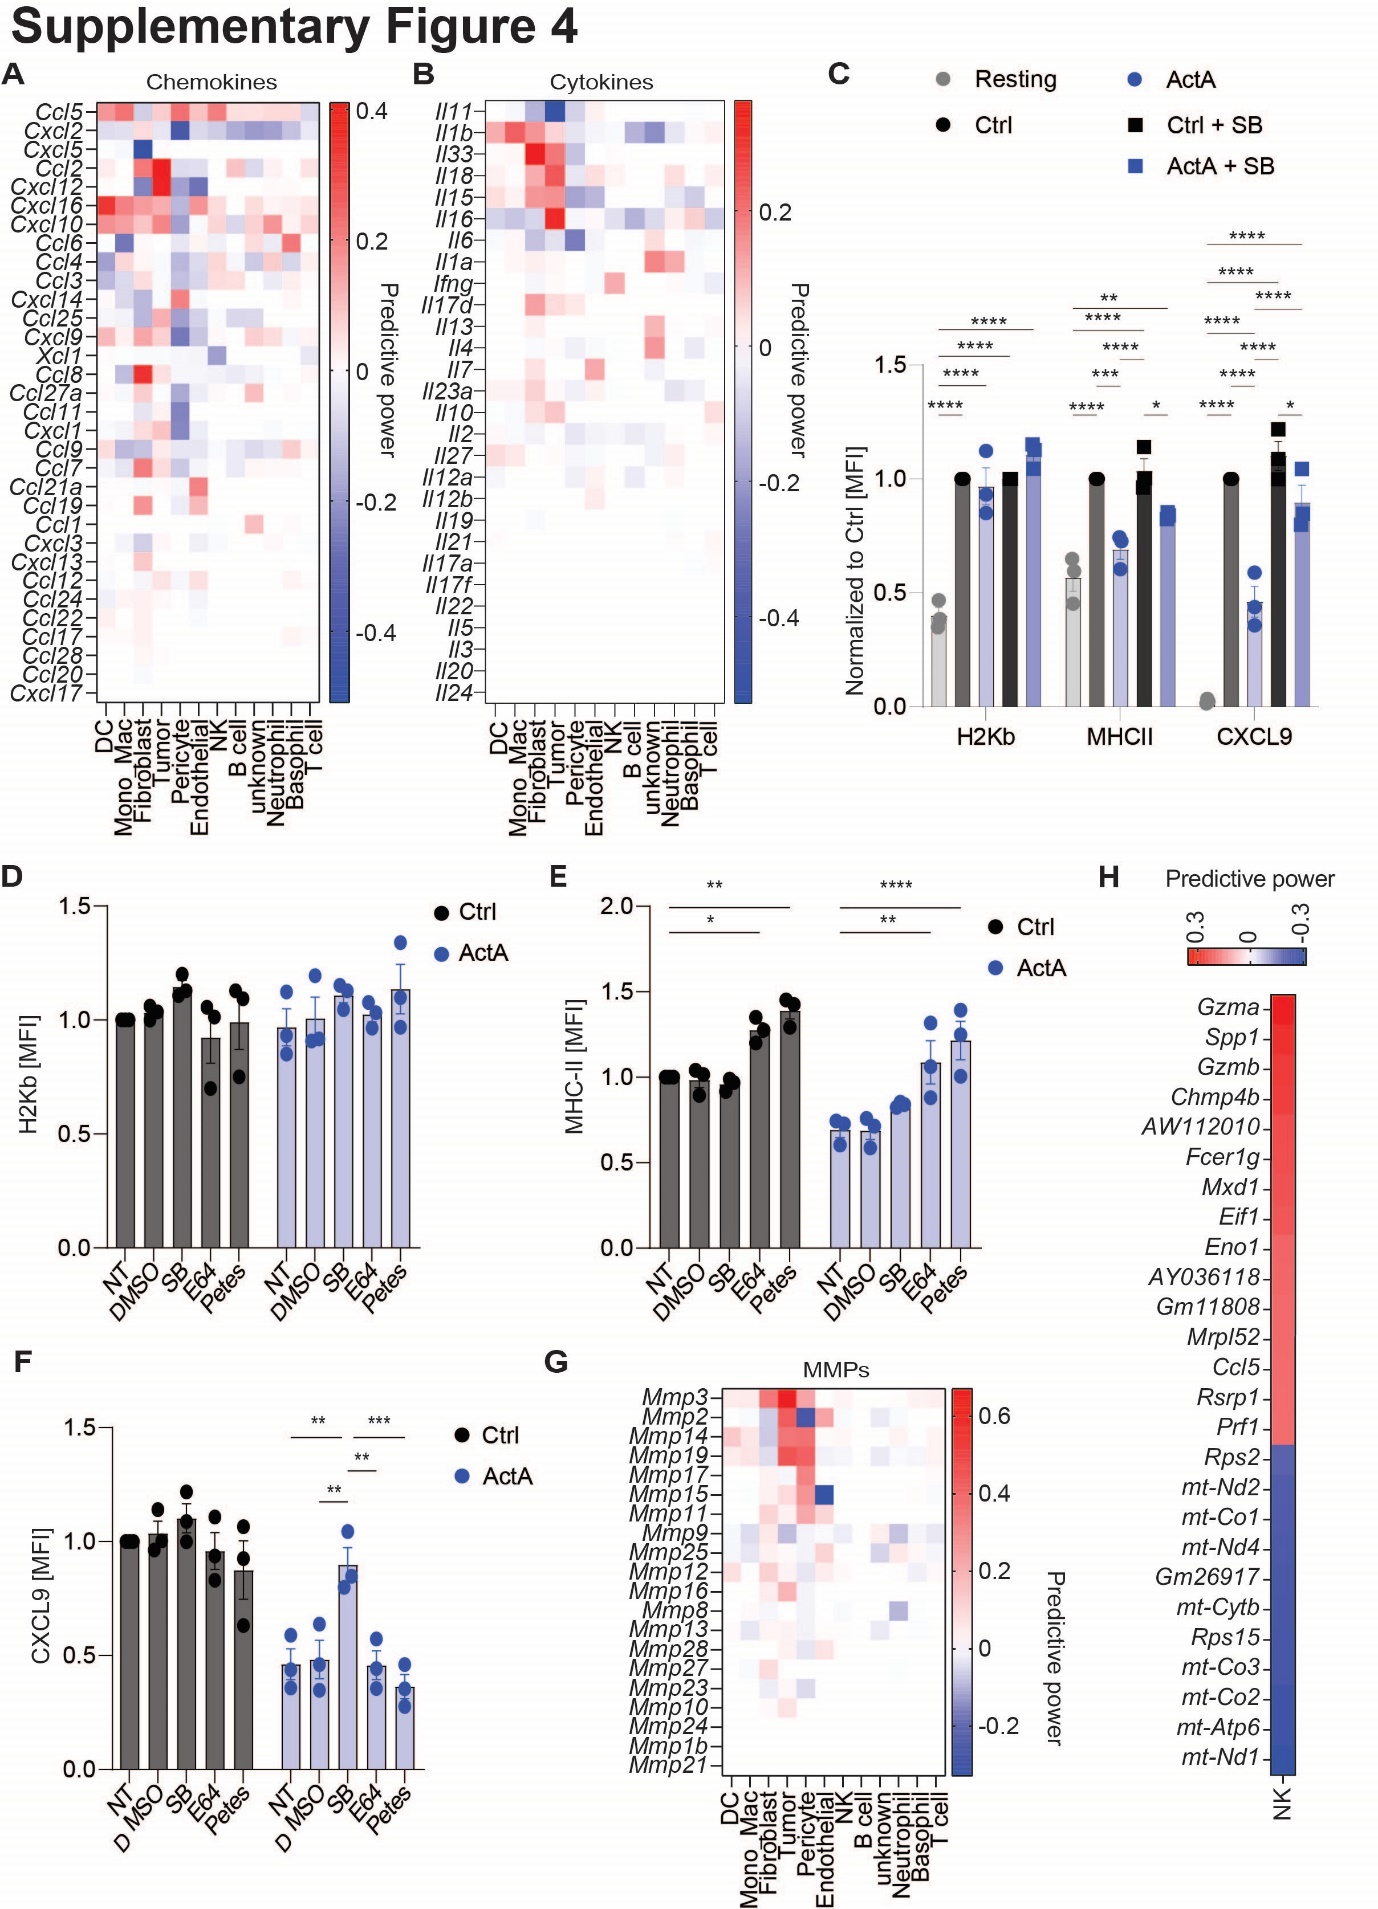

**Supplementary Figure 4.** Activin-A signaling down-regulates CXCL9 protein expression in a murine cDC1 cell line regardless of the presence of broad-specificity cysteine or serine protease inhibitors. **(A,B)** Heatmaps of the relative expression levels of **(A)** differentially regulated chemokines or **(B)** cytokines in the indicated cell types of YUMM3.3-βΑ versus -Ctrl melanoma grafts. **(C)** Intracellular CXCL9 and cell surface expression of H2Kb and MHCII by the murine cDC1 cell line measured by flow cytometry as mean fluorescence intensity (MFI) prior to activation (resting), relative to their expression after activation with 5 μg/ml LPS plus 10 ng/ml IFN-γ for 24 hrs. Where indicated, the cells were co-treated with 20 ng/ml Activin-A or with the Alk4 inhibitor SB-431542 (10 μM). **(D-F)** As in C, but levels of **(D)** H2Kb, **(E)** MHCII, and **(F)** intracellular CXCL9 after co-treatment of cells with the cysteine or serine protease inhibitors 50 μM E64 or Petes , respectively, or with empty vehicle (DMSO). Error bars, SEM (n = 3 independent experiments); *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, ordinary one-way ANOVA with Holm-Šídák correction for multiple comparisons. All data are normalized and compared to control-treated activated cDC1 control. NT= non treated **(G)** Heatmaps of the relative expression of differentially regulated MMPs in the indicated cell types of YUMM3-3-βΑ versus -Ctrl melanoma grafts. (**H**) Heatmap showing differentially regulated genes in NK cells with predictive power >0.2.

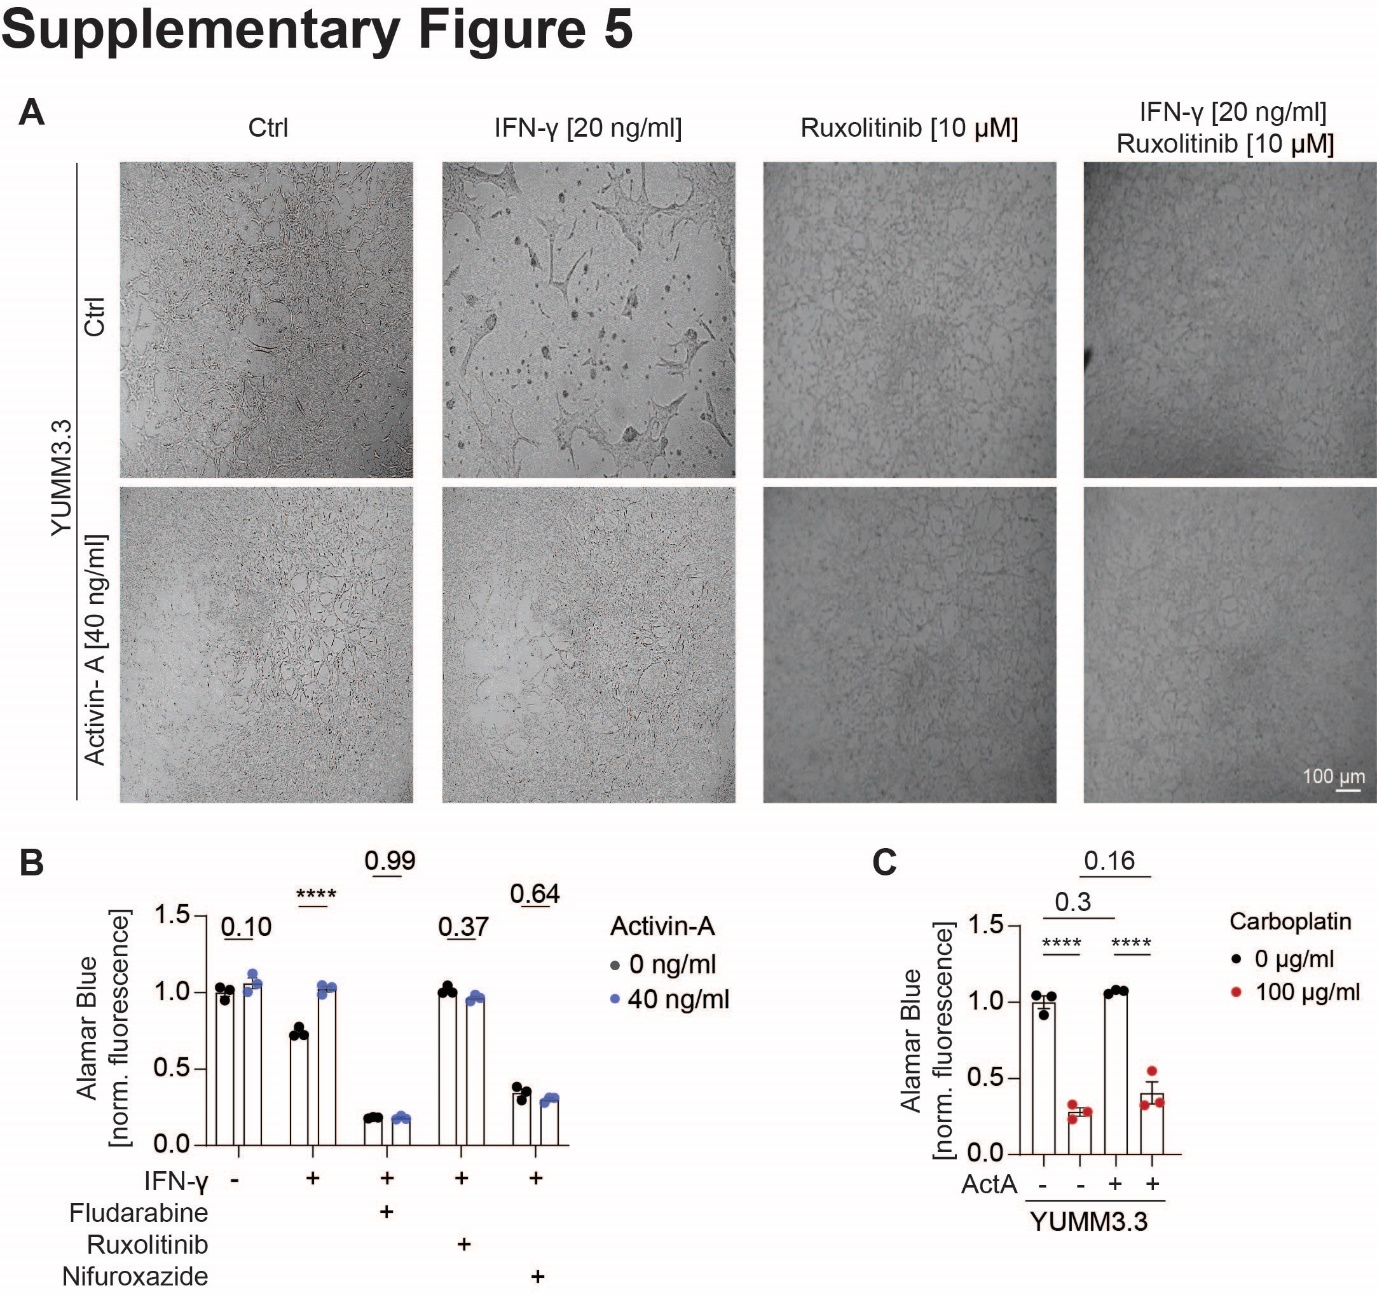

**Supplementary Figure 5.** Activin-A promotes resistance to cytostatic JAK/STAT signaling in YUMM3.3 cells. **(A)** Representative bright field images of YUMM3.3 cells treated during 48 hrs with 40 ng/ml Activin-A, 20 ng/ml IFN-γ, or 10 μM Ruxolitinib where indicated (scale bar, 100 µm). **(B)** Proliferation of YUMM3.3 cells during 48 hrs in presence of 40 ng/ml Activin-A, with or without 20 ng/ml IFN-γ. Where indicated, the cells were co-treated with an inhibitor of DNA synthesis (10 μM Fludarabine), or with the JAK inhibitor Ruxolitinib (10 µM), or with the STAT3 inhibitor Nifuroxazide (0.5 μM) . Error bars, SEM (n = 3).; ****p<0.0001, Student’s t-test. **(C)** Proliferation of YUMM3.3 cells during 48 hrs treatment with 40 ng/ml Activin-A or 100 μg Carboplatin where indicated (n = 4-5).

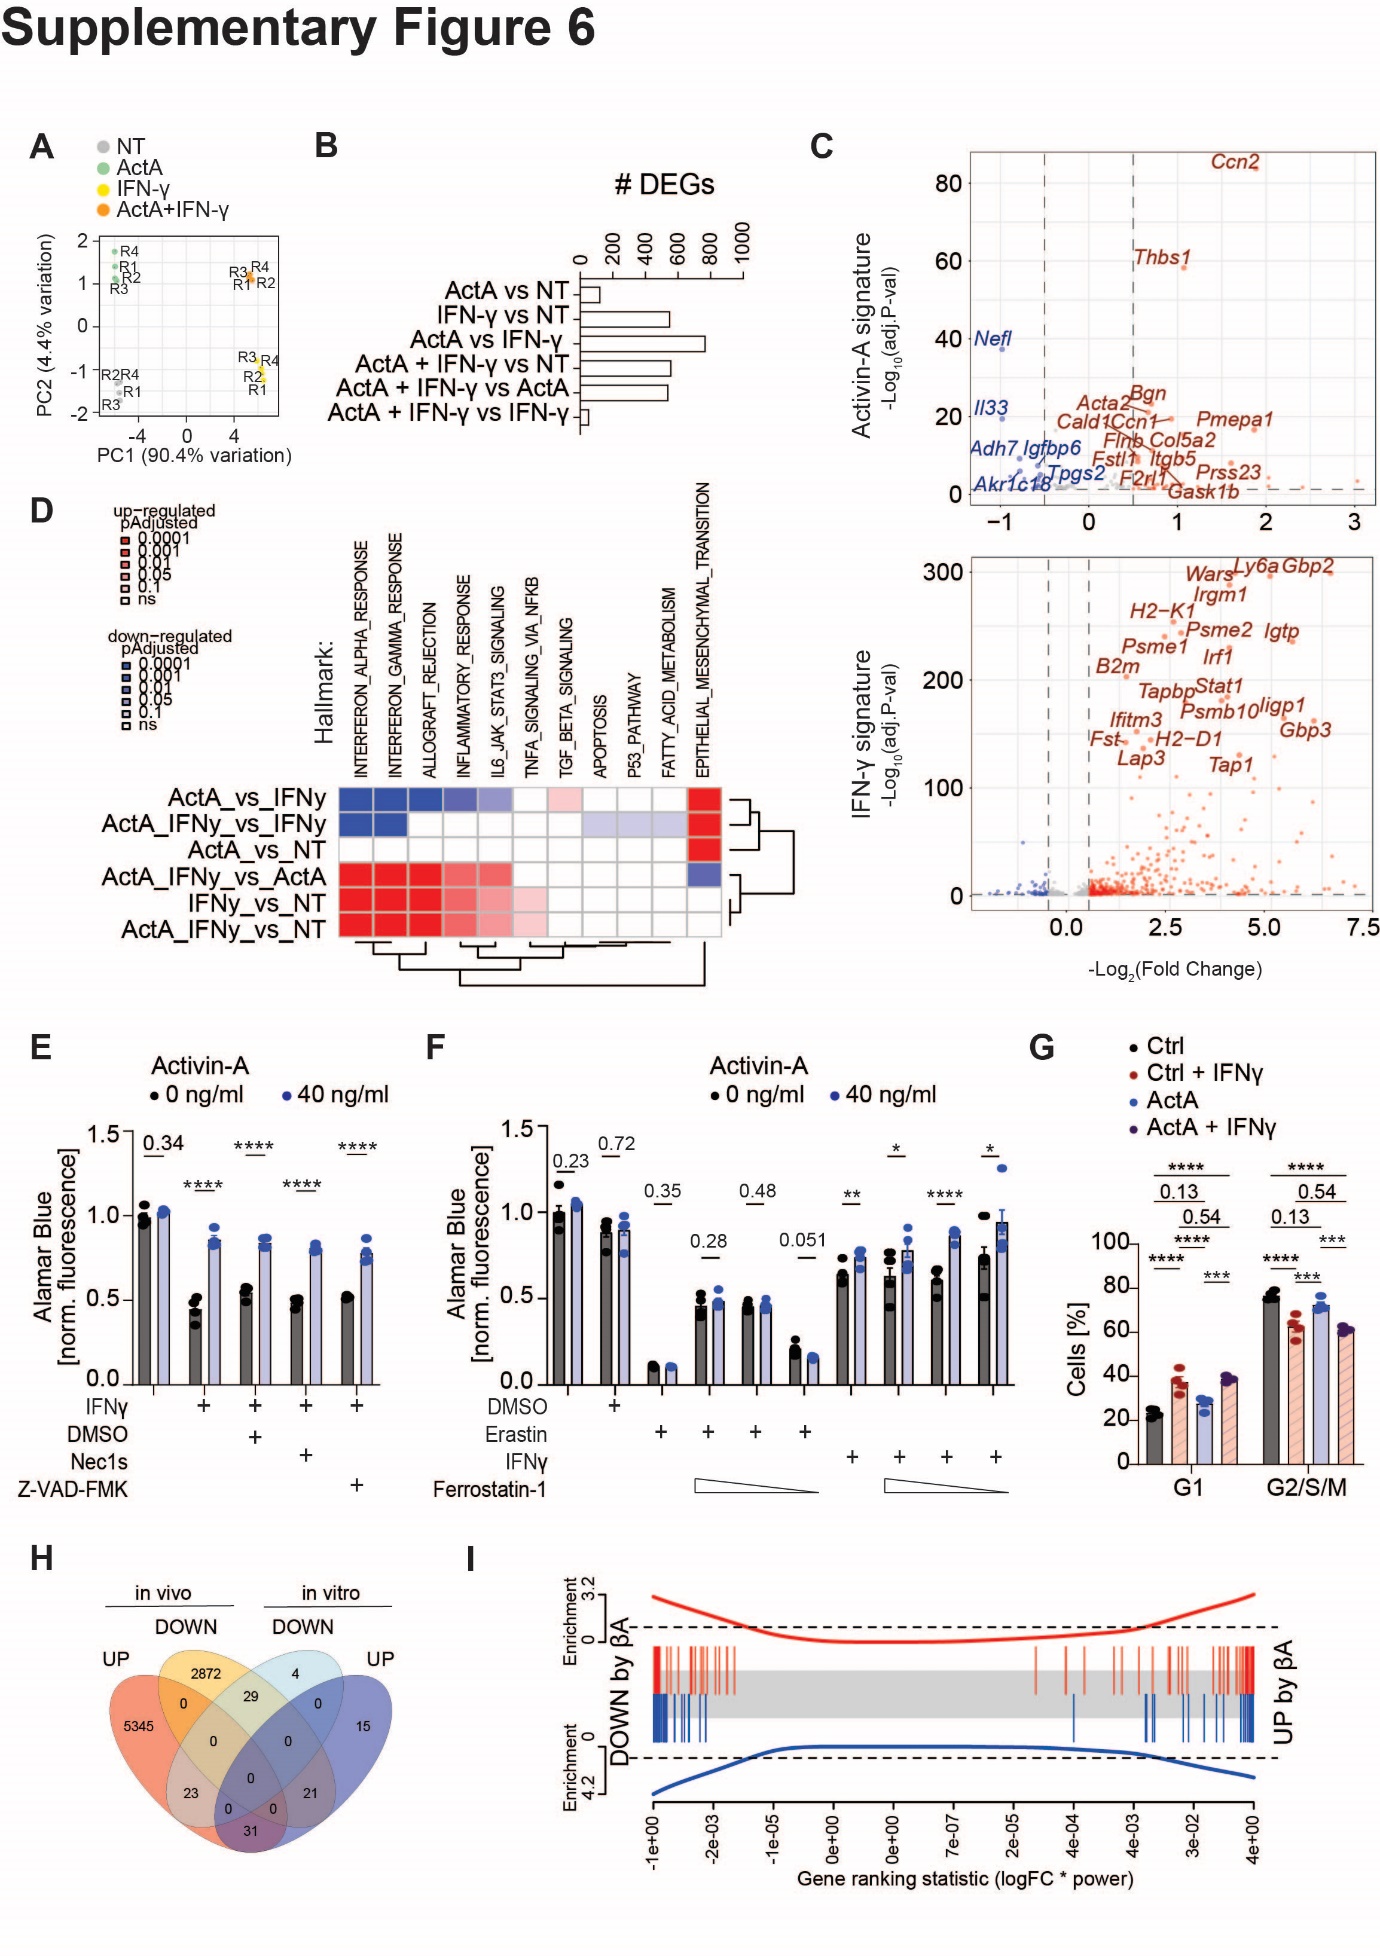

**Supplementary Figure 6.** Transient Activin-A treatment of melanoma cells downregulates IFN signaling. **(A)** PCA plot based on the top 500 most variable genes in the RNA-seq datasets of YUMM3.3 cells (grey) after treatment for 12 hrs with 20 ng/ml IFN-γ (yellow) or 50 ng/ml Activin-A (green), or both (orange). **(B)** Number of identified genes that were differentially regulated by the indicated single or combo treatments (adjusted pVal <0.05). **(C)** Significantly regulated genes in YUMM3.3 after treatment with Activin-A (top) or IFN-γ compared to the H_2_O control (bottom) as in (A, B). **(D)** Results of GSEA analysis showing changes in enrichment scores of Hallmark gene sets in YUMM3.3 cells. **(E)** Proliferation of YUMM3.3 cells during 48 hrs treatment with 20 ng/ml IFN-γ together with 40 ng/ml of Activin-A, and DMSO, 10 μM Nec1s or 50 μM Z-VAD-FMK where indicated, relative to control. Error bars, SEM (n = 4).; *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, two-way ANOVA with Holm-Šídák correction for multiple comparisons. **(F)** Proliferation of YUMM3.3 cells during 48 hrs treatment with 50 ng/ml ActA together with DMSO, 20 ng/ml IFN-γ, 5 μM Erastin or 200, 100 or 50 μM Ferrostatin-1 where indicated, relative to control . Error bars, SEM (n=8 from 2 independent experiments).; *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, Student’s t-test. **(G)** Flow cytometric quantification of the relative frequencies of YUMM3.3-Fucci cells in G1 detected by red fluorescence or in G2/S/M phases of the cell cycle detected by green fluorescence after 24 hrs treatment with or without 20 ng/ml IFN-γ together with 0 or 40 ng/ml Activin-A. Error bars, SEM (n = 3-4).; *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001, two-way ANOVA with Holm-Šídák correction for multiple comparisons. **(H)** Venn diagram showing the overlap between Activin-induced DEGs in YUMM3.3 cells from scRNA-seq and BRB-seq analyses (left), with heatmaps indicating log2 fold changes of significantly (adj. pVal <0.05) up and down regulated genes (middle and right panels). **(I)** Barcodeplot indicating the location of DEGs from BRB-seq analysis on a ranked list of genes in YUMM3.3 cells from scRNAseq analysis. Up-regulated (shown in red) and down-regulated (shown in blue) DEGs from BRB-seq analysis exhibit mixed expression patterns in scRNA-seq data.

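For the plot of principal components at 12 hrs, counts were transformed with DESeq2's variance-stabilizing transformation, and the 500 most variable genes were used. The principal component with the largest share held 90.5% of the variance and the next 4.22%. With each well left out in turn, the larger share was between 89.7% and 90.7%, whereas over all genes that passed filterByExpr, the alternative that moved it most, it was 56.6%. Between both factors and untreated cells, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 883 DEGs, 551 higher and 332 lower. Between both factors and Activin-A alone it called 863, 554 higher and 309 lower, and between Activin-A alone and IFN-γ alone 1103, 415 higher and 688 lower. With the replicate number as a block these 3 counts were 876, 847 and 1110.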

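Supplementary Table 3 gives the paper's scRNA-seq log2FC of engrafted tumor cells beside that of each gene in culture. The direction found here in culture was the same as the paper's for each gene tested. The paper's scRNA-seq values had that direction for 69 of the 122 tested genes, counted whatever their size. The table may hold more genes than those shared with engrafted tumor cells. Among genes that Activin-A raised in culture, 38 were higher and 28 lower in the scRNA-seq values. Among those it lowered in culture, 25 were higher and 31 lower.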

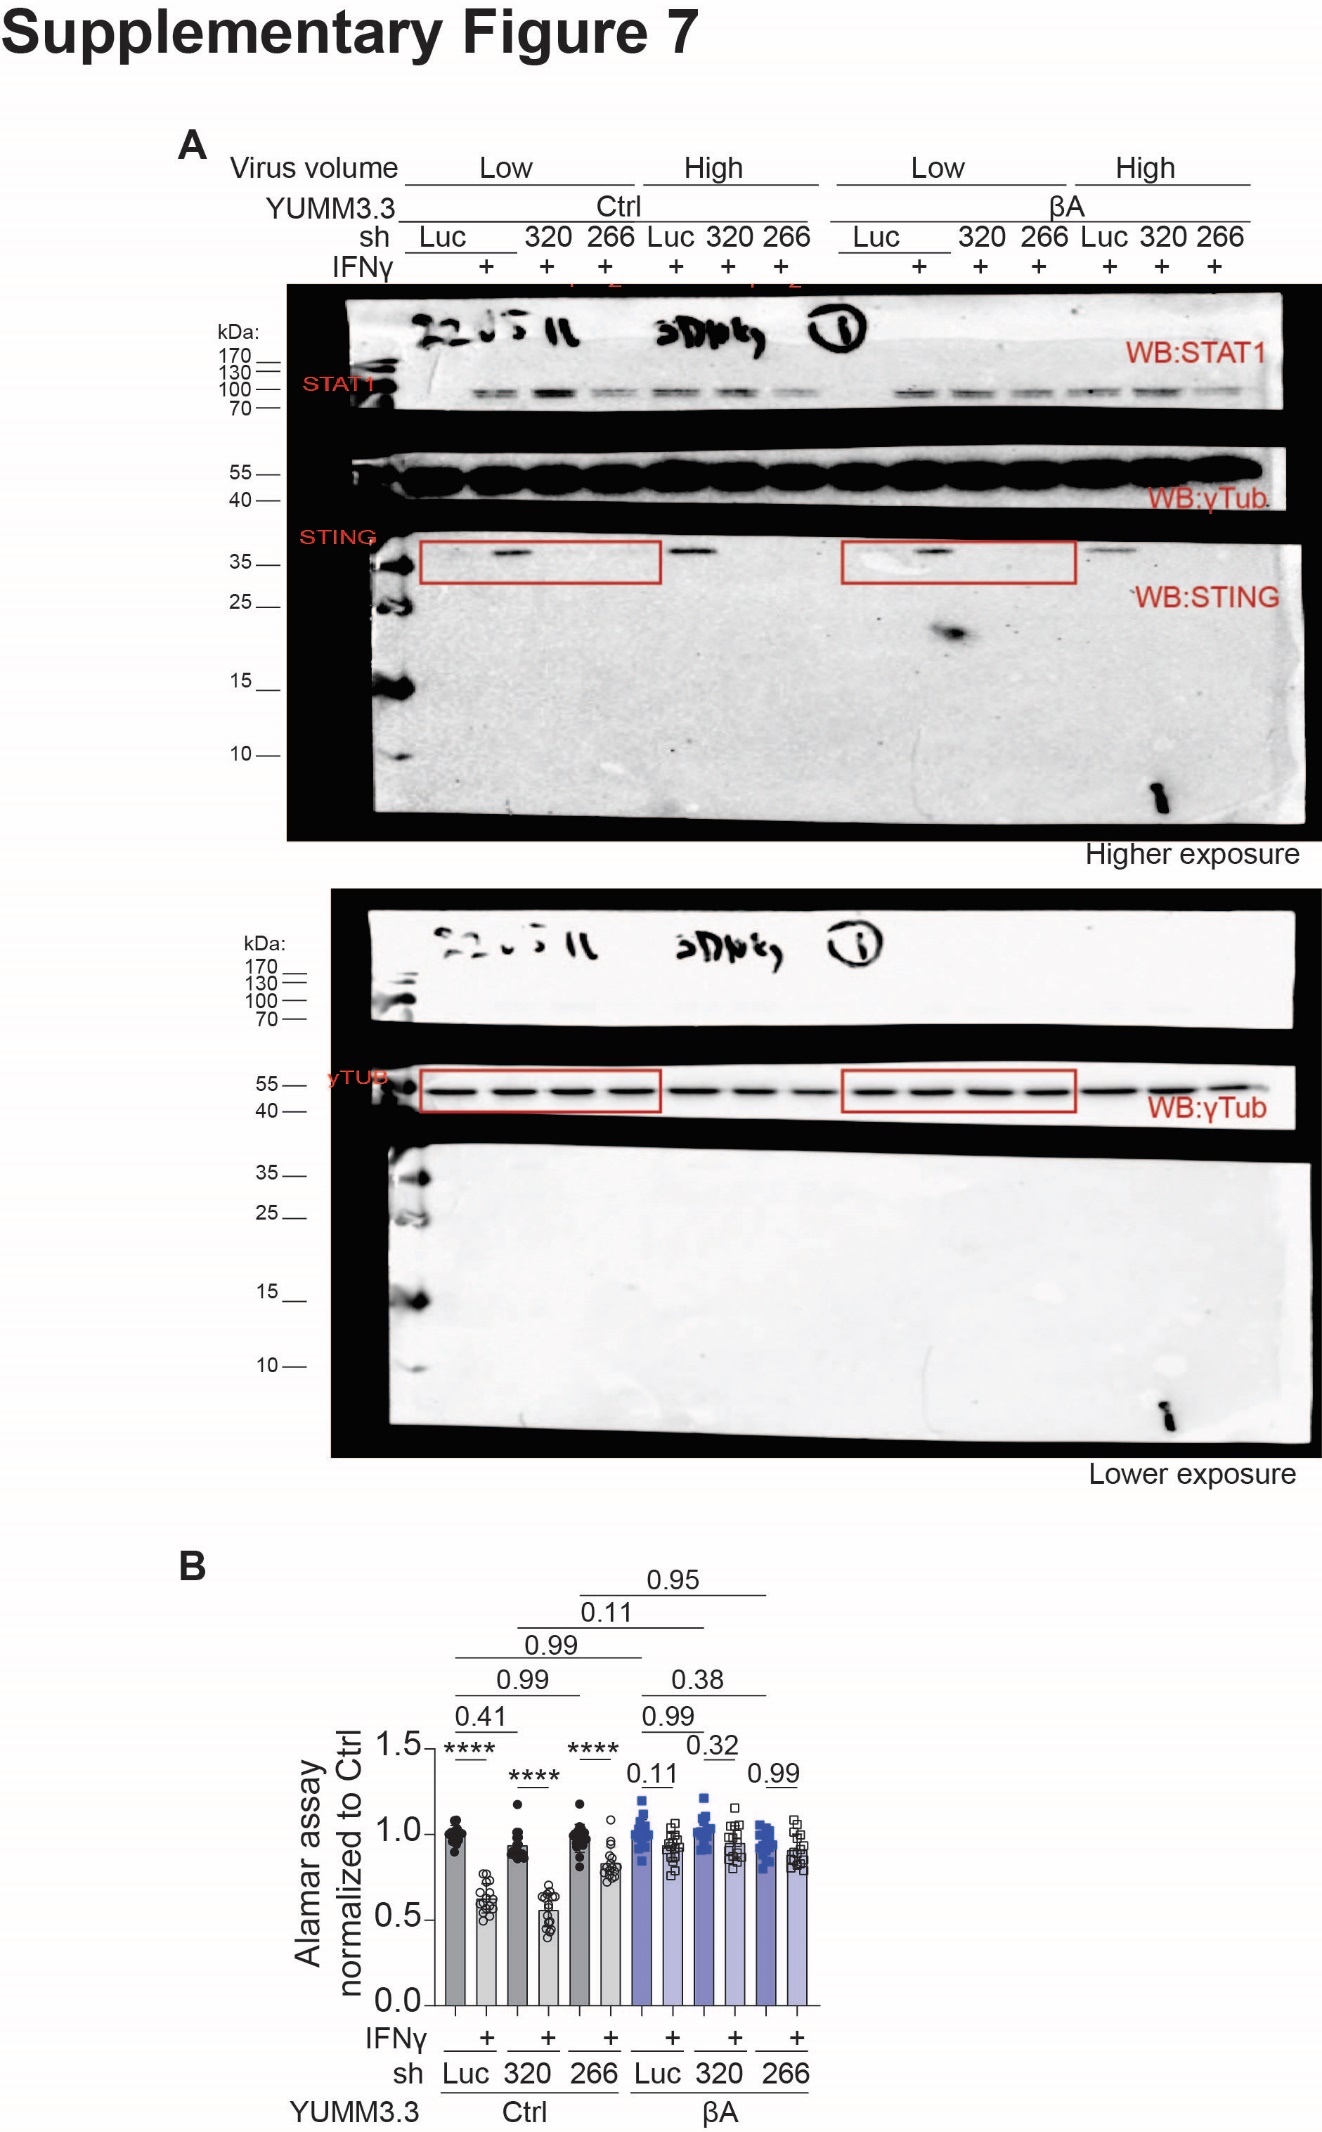

**Supplementary Figure 7.** shSting does not affect YUMM3.3 cell proliferation *in vitro*. **(A)** Uncropped versions of the Western blots in figure 7E. **(B)** Proliferation of YUMM3.3-Ctrl or -βA cells that were stably transduced with lentiviral shLuc, shSting 320, or shSting 266 expression vectors and treated during 48 hrs with 0 or 20 ng/ml Activin-A. Error bars, SEM (n=8 from 2 independent experiments); **p<0.01, ***p<0.001, ****p<0.0001, ordinary one-way ANOVA with Holm-Šídák correction for multiple comparisons.

How the deposited data were processed for this re-analysis (not part of the article)

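mRNA of YUMM3.3 mouse melanoma cells was measured by BRB-seq in 32 samples, 4 wells for each of 8 groups: untreated cells, Activin-A, IFN-γ and both factors, at 4 hrs and at 12 hrs. The authors deposited raw counts per gene, and their values were integers without normalization. The paper's text names no aligner, genome build, gene annotation or collapse of unique molecular identifiers for this experiment, so that duplicate reads and reads shared between related genes were left as the authors had counted them. The table held 12451 genes by Ensembl identifier, each with a count above 0 in at least 4 samples. Of these, 12437 were matched to a symbol in GENCODE's annotation of GRCm38, release M21, 14 were not, and 12336 had an Entrez identifier with which Reactome's sets were joined. Positions are those of that annotation and not of the deposited table.

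Totals ranged from 654539 to 1455074 counts per sample. The floor of detection was set at 3 counts, and a fold against a group at or under it in every sample was given as a lower bound. The 20 genes with the highest counts held between 10.4% and 11.0% of a sample's total.

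Analyses used R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1 and fgsea 1.28.0, and Python 3.11.15 for reading the tables and for plots. Samples were grouped by treatment and time as labelled. Genes were filtered with filterByExpr on the groups, totals were normalized by TMM, and genes were tested with edgeR's quasi-likelihood test (glmQLFit and glmQLFTest) over the 16 samples of a time point, or over all 32 for contrasts between time points. The Benjamini-Hochberg method was used for adjustment, and DEGs had an adjusted p under 0.05. CPM are TMM-normalized, and log2 CPM used a prior count of 2. SEs were computed as the absolute log2FC divided by the square root of the test's F statistic, and were not estimated separately. Interaction contrasts subtracted the effect of Activin-A without IFN-γ from its effect with IFN-γ, and contrasts of 12 hrs against 4 hrs subtracted the effect at 4 hrs.

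Gene sets were tested with fgsea's multilevel pre-ranked test with a fixed seed, ranking genes by the paper's formula with edgeR's p-values and log2FC, on sets of 5 to 500 tested genes: 8 lists from the paper's figures, of which the 2 lists of Figure 6D had been chosen by the paper from these samples, and 8 Reactome sets. Scores of a sample were the mean log2 CPM over a list of genes. The IFN score used genes with an adjusted p under 0.05 and a log2FC above 1 for IFN-γ at the other time point, and the Activin-A score used genes higher with Activin-A alone at the same time point. Scores were compared by two-sided exact permutation tests over the 70 divisions of 8 samples. Principal components used DESeq2's variance-stabilized counts of the 500 most variable genes. The overlap of DEGs was tested with Fisher's exact test.

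Alternatives to these choices were DESeq2's Wald test, which the paper's methods name, RLE normalization, no filter on low counts, at least 10 counts in every sample, the replicate number as a block, all 32 samples or only the 8 compared in a fit, an adjusted p under 0.01, an absolute log2FC of at least 0.5, and each sample left out in turn. For gene sets they were ranking by log2FC, limma's camera test and DESeq2's ranking. For scores they were a prior count of 0.5, RLE normalization, z scores per gene, the genes of the paper's figures and a sign-flip test of same-numbered pairs. For principal components they were log2 CPM and all genes that pass filterByExpr. Removal of a GC trend from each sample, the 1 alternative added later, was chosen after seeing the data. Other splits of the samples, 35 for 8 samples, were run through the same fits.

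Genes were named by a rule: genes labelled in Supplementary Figure 6C, genes named in the text, Smad and IFN genes of the figures' lists, and the 5 genes with the highest and the 5 with the lowest log2FC in each of the 3 comparisons with single factors or IFN-γ at each time, among DEGs with at least 10 counts on average and the same direction in all 4 same-numbered pairs. From that list the reported genes were narrowed after their values were seen, and some genes of the list are not reported here. Cdkn1a, Txnip, Sat1, Cth, AA467197 and Nefl, and the time contrasts of Acta2 and Bgn, were chosen after their values were seen.

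The fits were tested on simulated data with 200 changed genes among 8832. The changed genes were drawn from those at or above the median expression and were changed at least 2-fold. The DEGs found at 12 hrs had a median absolute log2FC of 0.62 (IFN-γ), 0.49 (Activin-A) and 0.44 (both factors against IFN-γ). The recovery in the simulation therefore does not bear on smaller changes or on genes with lower counts. edgeR recovered 200 of them with 10 false calls, with the replicate block 200 with 12, and DESeq2, over 8971 genes, 200 with 1. In a comparison without a change 0 genes were called, and the pre-ranked test found the changed set and 0 of 15 unchanged sets. The scRNA-seq, cell viability and protein experiments were not analysed here because their values were not among the tables at hand, and the Hallmark sets because they were not available.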

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

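Among the tests below, those of the GC content behind the ratio of DEG counts, of Activin-A without IFN-γ, of the time of treatment, of the genes scored at the 2 times and of the genes chosen for their effect without IFN-γ were chosen only after the result was seen, and the mean over 10 draws replaced single draws of thinned counts after these had been seen to vary. The numbers of gene sets, block DEGs and interaction DEGs had been read before the tests were written down.

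In 2 groups 1 well lay apart from the other 3, by the gap to the nearest well as a share of the group's range. Il18bp with IFN-γ at 12 hrs had a share of 0.917 (replicate 4 at 214 CPM, the others at 189 to 191 CPM). Cth with both factors at 12 hrs had 0.932 (replicate 1 at 35.2 CPM, the others at 55.2 to 56.7 CPM). Over 127 groups tested, 6.35 such wells arise by chance, so 2 are no excess. The wells differ between the genes, and no group's total counts stood apart in this way (0 of 8 groups). No explanation beyond that expected number was tested. By another measure, the chi-squared per gene between wells, replicate 1 of Activin-A at 4 hrs also lay apart. Its pairs were at 2.60 to 3.07, and no other pair was above 1.59.

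The effect of Activin-A with IFN-γ was tested against its effect without IFN-γ as an interaction. At 12 hrs, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 1 gene (612 at an unadjusted p under 0.05), and at 4 hrs 0 genes (505 at an unadjusted p under 0.05). The gene was Cth, with -1.02 (SE 0.21, adjusted p = 0.0359): 42.4 ± 4.45 CPM untreated, 72.1 ± 3.15 with Activin-A, 60.1 ± 5.54 with IFN-γ and 50.8 ± 10.4 with both (SD, n = 4). Activin-A raised it without IFN-γ in 4 of 4 pairs of wells, and with IFN-γ it was lower in 3 of 4 pairs. The well with both factors that stands apart is part of this result. Without it the estimate was -0.88 (adjusted p = 0.109), and the call was lost in 7 of 16 fits that each left out 1 well (adjusted p from 0.0112 to 0.114) and with DESeq2 (adjusted p from 0.0351 to 0.676 over 4 other settings). With the same-numbered pairs as a block it was -1.01. Of the 8 exchanges of same-numbered wells between treatments, 1, the real one, gave as many interaction DEGs at 12 hrs and 8 gave as many at 4 hrs. A share of 1 of 8 is the smallest possible, so that a grouping by chance remains open. Most of the estimate remained without the single low well, and only the call at the threshold depends on it, as it does on other wells.

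Genes induced by IFN-γ were lower with both factors than with IFN-γ alone at 12 hrs (IFN score difference -0.16). The mean change with Activin-A was larger in the presence of IFN-γ (-0.159 ± 0.013 over 4 same-numbered pairs) than in its absence (-0.032 ± 0.058, exact permutation test, p = 0.0286, the smallest possible). The methods link no wells by number, so that the SDs and p-values of this and the later tests of pairs depend on the numbering. The SD of 0.013 was below those of the wells themselves (0.040 with both factors and 0.033 with IFN-γ alone). The mean effects on these genes do not depend on the numbering. Without IFN-γ some of these genes lay under the floor, as Apol6 did at 0 to 2 counts in untreated wells. A lowering can hardly show there, which favors a smaller effect without IFN-γ, so that a general lowering of these genes by Activin-A is left undecided. Library depth was tested by thinning every sample to 654539 counts, which left a mean difference of -0.152 over 10 draws (-0.163 to -0.138). Leaving the 20 genes of highest mean count out gave -0.151, and the difference beyond genes of the same GC content, known for all 191 genes, was -0.155. None of these moved the difference to 0, so that depth, dominant genes and GC content do not account for it on their own. The effect was larger at 12 hrs than at 4 hrs (-0.083 ± 0.023, exact permutation test, p = 0.0286), with different genes scored at the 2 times. Over the same 22 genes of Figure 3B at both times it was -0.382 ± 0.075 at 12 hrs and -0.0015 ± 0.094 at 4 hrs (exact permutation test of the paired effects, p = 0.0286), so that the choice of genes is not a sufficient explanation of the larger effect at 12 hrs. With IFN-γ alone these genes had a mean log2FC of 2.17 at 12 hrs and 1.66 at 4 hrs, so that they were induced at both times, and the effect was not scaled to their induction. Whether reads shared between related IFN-induced genes contribute was not tested, and a dampening of the response to IFN-γ by Activin-A may be 1 explanation.

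Genes raised by Activin-A responded less to it in the presence of IFN-γ at 12 hrs. There, over 90 genes chosen at 4 hrs so that the wells compared did not select them, the effect was 0.25 ± 0.06 with IFN-γ and 0.56 ± 0.15 without (SD over 4 same-numbered pairs, exact permutation test, p = 0.0286), a ratio of 0.456. Selection of the genes in the same wells is therefore not a sufficient explanation. These genes had been chosen for their effect without IFN-γ, which favors a larger effect without it in other wells too. Over 47 genes chosen at 4 hrs as higher with both factors than with IFN-γ, a choice that favors the opposite, the effects at 12 hrs were 0.36 ± 0.07 with IFN-γ and 0.67 ± 0.18 without (exact permutation test, p = 0.0286, ratio 0.534), so that this choice is not sufficient either. At 4 hrs, over 111 genes chosen at 12 hrs, the effects were 0.39 ± 0.04 and 0.46 ± 0.04 (ratio 0.844, exact permutation test, p = 0.0857). Over 41 genes chosen at 12 hrs in the presence of IFN-γ they were 0.34 ± 0.08 and 0.37 ± 0.06 (ratio 0.927, exact permutation test, p = 0.657). With genes chosen in other wells, no difference was thus shown at 4 hrs. Over 96 genes chosen at 4 hrs in the wells compared, the effects were 0.52 ± 0.04 and 0.74 ± 0.06 (ratio 0.705, exact permutation test, p = 0.0286). That choice favors a larger effect without IFN-γ, so that this value decides nothing. The methods link no wells by number, so that the SDs and p-values over pairs depend on the numbering, whereas the mean effects do not. Depth and GC content were not tested for this difference, and a dampening of the Activin-A response by IFN-γ may be 1 explanation among these.

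The effects at 12 hrs were tested against those at 4 hrs. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 54 genes differed for IFN-γ (41 higher at 12 hrs and 13 lower), 2 for Activin-A and 9 for both factors against IFN-γ (4 higher, 5 lower). The 2 genes for Activin-A were Acta2, with a difference of 0.50 (SE 0.09, adjusted p = 0.00751, and 0.00310 to 0.00918 over 3 other settings), and Bgn, with 0.49 (SE 0.10, adjusted p = 0.0107, and 0.00775 to 0.0501 over 3 other settings). Leaving out 1 well lost Acta2 in 2 of 16 fits and Bgn in 5 of 16. Acta2 also differed for both factors against IFN-γ, by 0.74 (SE 0.09, adjusted p = 1.51e-07). Its log2FC with Activin-A was 0.66 at 12 hrs, higher in 4 of 4 pairs of wells, and 0.18 at 4 hrs, higher in 4 of 4 pairs. These 3 contrasts were singled out after their values were seen. Of 8 exchanges of same-numbered wells, 1, the real one, gave as many genes in each of the 3 contrasts, the smallest share possible. Exchanges mix groups of different means, which widens the spread they are measured against. The block gave 50, 2 and 6 genes. No further explanation was tested.

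The paper reports DEGs at 12 hrs, and the samples at 4 hrs, which it does not report on, held signals of their own. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 462 DEGs with IFN-γ (392 higher and 70 lower), 150 with Activin-A (96 and 54) and 74 with both factors against IFN-γ (51 and 23). fgsea passed 8, 5 and 4 of 16 sets, and the block gave 445, 147 and 69 DEGs. Among the sets with Activin-A at 4 hrs were signaling by the TGF-β receptor complex (NES 2.01, adjusted p = 0.00148), extracellular matrix organization (NES 2.40, adjusted p = 1.41e-08) and the SMAD set (NES 1.84, adjusted p = 0.0191, and 0.00131 to 0.0519 over 4 other settings). For IFN-γ the number of DEGs at 12 hrs was 1.80 times that at 4 hrs. Thinning every sample to the lowest total left a ratio of 1.68, so that depth is not a sufficient explanation. Removing a GC trend from each sample gave 1.79, but it hardly moved the counts themselves (829 and 462 DEGs), so that GC content is left undecided. The sets of genes tested differ between the time points, and a larger response at 12 hrs was tested gene by gene only in the contrast with 54 genes.

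Other splits of the samples were put through the same tests. Of the 8 splits that part all 4 same-numbered pairs, 1, the real one, gave as many DEGs for each of the 6 comparisons at 12 hrs and the 3 at 4 hrs. The highest count of another such split was 8 DEGs for Activin-A at 12 hrs, 3 for both factors against IFN-γ at 12 hrs, 1 for each of these at 4 hrs, and 0 for the rest. Over all 35 splits, including those that part fewer pairs, the real one was again the 1 with as many DEGs in each of these 9 comparisons, and the highest other count was 36, for both factors against IFN-γ at 12 hrs. For the 66 DEGs shared by Activin-A and IFN-γ and for the 122 genes of Supplementary Table 3, 1 of 8 and 1 of 35 splits gave as many, the highest other being 3 and 7. Gene sets behaved differently: as many sets passed in 1 of 8 splits for IFN-γ at 12 hrs (10 sets, up to 9 in other splits), 3 for Activin-A at 12 hrs (3 sets, up to 5), 1 for both factors against IFN-γ at 12 hrs (8 sets, up to 7), 4 for IFN-γ at 4 hrs (8 sets, up to 10), 2 for Activin-A at 4 hrs (5 sets, up to 5) and 2 for both factors against IFN-γ at 4 hrs (4 sets, up to 4). Over all 35 splits, as many sets passed in 7 (up to 12 sets in other splits), 11 (up to 9) and 2 (up to 8) at 12 hrs, and in 12 (up to 10), 6 (up to 7) and 3 (up to 4) at 4 hrs, in the same order. With 8 splits no share falls below 0.05. For the DEG counts of these comparisons a share of 1 of 35 does, and for the numbers of sets passed none does. Some splits keep most wells of a treatment together and so part of its effect, which can pass sets as well. The splits therefore do not decide whether a grouping by chance accounts for how many sets passed. A grouping by chance also remains open for the interaction and time contrasts, for which only 8 exchanges were run. Which sets passed, and with which NES, was not compared between splits, so that these numbers do not bear on a single named set.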

How the results depend on the processing

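No test in this part was chosen after its result was seen, except the removal of a GC trend, an alternative chosen after seeing the data, and the mean over 10 draws of thinned counts, which replaced single draws after these had been seen to vary. The tests, filters, gene sets, scores and the other alternatives were chosen before the data were examined.

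DEG counts at 12 hrs stayed within 1.5 times of 830 (IFN-γ), 216 (Activin-A) and 92 (both factors against IFN-γ) with RLE normalization, no filter, at least 10 counts, the block, all 32 samples and only the 8 compared. The exceptions were a minimum absolute log2FC of 0.5 (529, 103 and 39; 427 of the 529 IFN-γ genes were higher), an adjusted p under 0.01 (51 for both factors against IFN-γ) and DESeq2's Wald test (124 for Activin-A, 54 for both factors against IFN-γ, 579 for both factors against untreated cells, 550 for both factors against Activin-A, 85 for Activin-A at 4 hrs and 45 for both factors against IFN-γ at 4 hrs). In a fit of only the 8 samples compared, the latter was 120. For the contrasts of 12 hrs against 4 hrs DESeq2 called 1 gene for Activin-A and 5 for both factors against IFN-γ. Interaction DEGs at 12 hrs were 8 without a filter, 0 with DESeq2 and 0 after removing a GC trend, against 1 (612 genes had an unadjusted p under 0.05). At 4 hrs they were 1 without a filter and 1 with all 32 samples, against 0. The genes shared by Activin-A and IFN-γ were 35 with DESeq2 and 38 at an adjusted p under 0.01, against 66. The cause of these changes was not tested.

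With the replicate number as a block, in which same-numbered wells form pairs, the 12 hrs counts were 822, 218 and 97, those of the other 12 hrs comparisons 876, 847 and 1110, those at 4 hrs 445, 147 and 69, and the interaction counts 1 and 0. The overlap was 66 and the sets passed were 10, 3 and 8 at 12 hrs and 8, 5 and 4 at 4 hrs. For scores, an exact sign-flip test of the 4 pairs cannot give a p under 0.125, so that its values (0.125 for both factors against IFN-γ, 0.5 and 0.375 for Activin-A alone at 12 and 4 hrs) decide nothing. Removal of a GC trend gave 829, 213 and 92 DEGs at 12 hrs and 462, 156 and 76 at 4 hrs.

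Ranking by log2FC passed 5 sets for both factors against IFN-γ at 12 hrs, 3 for Activin-A at 4 hrs and 1 for both factors against IFN-γ at 4 hrs, against 8, 5 and 4. Over the genes of the paper's figures the IFN score difference at 4 hrs was -0.0015 for both factors against IFN-γ (exact permutation test, p = 1, against 0.0286) and reversed to 0.011 for Activin-A alone (p = 0.771 in the same permutation test). The IFN score difference at 12 hrs kept its direction and its p of 0.0286 in the permutation test (-0.382 to -0.146). This held with a prior count of 0.5, RLE normalization, z scores and the genes of the paper's figures. The Activin-A score did so at both times (0.29 to 0.72 at 12 hrs and 0.47 to 1.09 at 4 hrs). The values of -0.146, 0.72 and 1.09 are those of z scores, which are not in units of log2 CPM. The share of the leading principal component was 77.8% at 12 hrs and 70.2% at 4 hrs with log2 CPM, and 56.6% and 44.9% with all genes that pass filterByExpr. The cause of these changes was not tested.

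With 1 well left out at a time, DEG counts at 12 hrs ran from 689 to 771 (IFN-γ), 170 to 201 (Activin-A), 62 to 91 (both factors against IFN-γ), 757 to 787 (both against untreated), 728 to 777 (both against Activin-A) and 967 to 1052 (Activin-A against IFN-γ), and at 4 hrs from 412 to 439, 110 to 163 and 47 to 72. Interaction DEGs ran from 0 to 6 at 12 hrs and 0 to 1 at 4 hrs, and the contrasts of 12 hrs against 4 hrs from 35 to 54 (IFN-γ), 0 to 3 (Activin-A) and 3 to 18 (both against IFN-γ). Sets passed ran from 10 to 10, 3 to 5 and 7 to 9 at 12 hrs and from 8 to 9, 4 to 5 and 4 to 5 at 4 hrs. IFN score differences ran from -0.177 to -0.145 for both factors against IFN-γ at 12 hrs, -0.0893 to -0.0765 at 4 hrs, and for Activin-A alone from -0.054 to -0.013 at 12 hrs and -0.031 to -0.0016 at 4 hrs. The value of -0.054, without Activin-A replicate 3, reached p = 0.0286 in the exact permutation test. Activin-A score differences ran from 0.28 to 0.30 at 12 hrs and 0.51 to 0.53 at 4 hrs. The share of the leading principal component ran from 89.7% to 90.7% at 12 hrs and 84.9% to 86.5% at 4 hrs, the overlap from 44 to 64 genes and the called genes of Supplementary Table 3 from 116 to 122. Irf1 with Activin-A ran from -0.043 to 0.093, reversing without untreated replicate 1 (-0.026) or 3 (-0.043). With both factors against IFN-γ Irf1 ran from -0.0044 to 0.051, reversing without replicate 2 (-0.0017) or 4 (-0.0044) of both factors.

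Of 31 enriched sets followed, 11 fell short of the threshold in at least 1 of 4 other settings (14 of 124 values, all in the same direction) and 2 in fits without 1 well (4 of 248). Of 60 gene results, 9 fell short in at least 1 other setting (10 of 291 values), each with DESeq2 and Syngr1 also with all 32 samples (adjusted p = 0.0653). DESeq2's adjusted p was 0.145 for Cgas with IFN-γ, 0.0694 for Nppc and 0.0815 for Rgcc with Activin-A, 0.0838 for Cxcl10 and 0.0586 for Irf7 with both factors, 0.676 for the interaction of Cth and 0.0501 for the time contrast of Bgn, and its independent filtering gave none for Syngr1 and Oas3. In fits without 1 well, 13 of the gene results changed in at least 1 fit: 9 fell short, 2 passed and 2 reversed. The call was lost in 4 of 8 fits for Cgas, 2 of 8 for Nppc, 3 of 8 for Rgcc, 6 of 8 for Syngr1, 6 of 8 for Oas3, 1 of 8 for Fst, 7 of 16 for Cth, 2 of 16 for Acta2 and 5 of 16 for Bgn.

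The depth limits genes near the floor of 2.06 to 4.58 CPM. Il18bp and Apol6, at 0 to 3 and 0 to 2 counts in untreated wells, have lower bounds in place of folds. Thinned to the lowest total, over 10 draws, the mean DEG counts were 624 (601 to 647), 152 (133 to 178) and 68.7 (59 to 77) at 12 hrs and 372 (360 to 396), 97.0 (79 to 111) and 47.6 (38 to 59) at 4 hrs, so that the number of DEGs rises with depth.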

Differences from the paper's values

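No test in this part was chosen after its result was seen. For each difference, the alternatives set before the data were examined are given with the value they reach. The paper's methods name DESeq2's Wald test, with a later version used here. Of the alternatives, it came closest to the paper in each of the 5 DEG counts below (564, 124, 54, 579 and 550). The limit of 1.5 times is wide, so that other alternatives within it can lie far from the paper's count. Removal of a GC trend, the alternative added after the data were seen, brought none of the 5 DEG counts below within 1.5 times of the paper's (829, 213, 92, 875 and 851).

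For IFN-γ against untreated cells at 12 hrs, 830 DEGs were called against the paper's 551. Within 1.5 times of the paper's count were DESeq2's Wald test (564), at least 10 counts in every sample (686), the replicate block (822), all 32 samples in 1 fit (797), an adjusted p under 0.01 (576), an absolute log2FC of at least 0.5 (529) and each of the 8 fits without 1 well (689 to 771). RLE normalization (829), no filter (856) and only the 8 samples compared (849) were not.

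For Activin-A against untreated cells, 216 DEGs were called against the paper's 123. Within 1.5 times were DESeq2 (124), an adjusted p under 0.01 (149), an absolute log2FC of at least 0.5 (103) and 3 of the 8 fits without 1 well (170 without Activin-A replicate 1, 175 without untreated replicate 3 and 179 without untreated replicate 1). RLE normalization (215), no filter (234), at least 10 counts (195), the block (218), all 32 samples, only the 8 samples compared (216) and the other fits without 1 well were not.

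For both factors against IFN-γ alone, 92 DEGs were called against the paper's 53. Within 1.5 times were DESeq2 (54), all 32 samples (72), an adjusted p under 0.01 (51), an absolute log2FC of at least 0.5 (39) and 7 of the 8 fits without 1 well (62 to 79). RLE normalization (91), no filter (101), at least 10 counts (83), the block (97), only the 8 samples compared (84) and the fit without IFN-γ replicate 3 (91) were not.

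For both factors against untreated cells, 883 DEGs were called against the paper's about 560 in Supplementary Figure 6B, read by eye. Within 1.5 times were DESeq2 (579), at least 10 counts (720), all 32 samples (818) and each of the 8 fits without 1 well (757 to 787). RLE normalization (883), no filter (909), the block (876) and only the 8 samples compared (870) were not. For both factors against Activin-A alone, 863 were called against the paper's about 540 in Supplementary Figure 6B, read by eye. Within 1.5 times were DESeq2 (550), at least 10 counts (669), all 32 samples (808), only the 8 samples compared (780) and each of the 8 fits without 1 well (728 to 777), and RLE normalization (856), no filter (901) and the block (847) were not.

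The paper states that Activin-A alone raised a hypoxia and a TGF-β signature. Other sets than its Hallmark sets were tested here. The hypoxia list holds genes differentially regulated in cell types of the grafts, where the paper reports several hypoxia genes lower in tumor cells. It therefore does not test the paper's statement on cultured cells. With Activin-A at 12 hrs the hypoxia response list of Supplementary Figure 3A had an NES of -1.20 (fgsea, adjusted p = 0.406, and 0.213 to 0.652 over 4 alternatives), and no fit without 1 well called it. Signaling by the TGF-β receptor complex had an NES of 1.63 (adjusted p = 0.182, and 0.0576 to 0.212 over 4 alternatives) and was called in 2 of the 8 fits without 1 well, those without untreated replicate 3 and without Activin-A replicate 3.

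The paper states that the TGF-β signature was also raised by both factors. The TGF-β receptor set had an NES of 1.31 at 12 hrs (fgsea, adjusted p = 0.188, and 0.0683 to 0.182 over 4 alternatives), with no call in the fits without 1 well, and the SMAD set 1.21 (adjusted p = 0.272), called without IFN-γ replicate 1. At 4 hrs, a time the paper does not report on, the TGF-β receptor set had an NES of 1.87 in the same comparison (adjusted p = 0.0106, and 0.00349 to 0.302 over 4 alternatives, of which 3 called it). The paper states that the response to IFN-α and apoptosis differed between both factors and IFN-γ alone. Reactome's IFN-α/β signaling set had an NES of -1.16 (adjusted p = 0.345, and 0.301 to 0.729 over 4 alternatives), the intrinsic pathway for apoptosis -0.98 (adjusted p = 0.513) and the apoptotic execution phase -1.04 (adjusted p = 0.430), and none of these 3 was called in any setting run.

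The paper states that the genes shared between culture and grafts included none regulated by IFN. Of the genes in Supplementary Table 3, 42 were DEGs with IFN-γ at 12 hrs in culture by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 16 higher and 26 lower. Of these, 2 rose more than 2-fold and 2 fell more than 2-fold, Dmp1 (log2FC -1.20) and Nefl (-1.12), and 0 of the genes were in the lists of Figures 3B and 3C or in 2 Reactome IFN sets. The numbers of DEGs are over the 122 genes of the table that were tested. The table's Activin-A calls used the same untreated wells, which ties the IFN-γ calls to that choice of genes. The table's 123 genes are as many as the paper's Activin-A DEGs in culture and may be more than those shared with grafts.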

Other observations

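No test in this part was chosen after its result was seen. Of the 216 DEGs of Activin-A and the 830 of IFN-γ at 12 hrs, 66 were shared, where 20.0 were expected from the 8971 genes tested (Fisher's exact test, two-sided, odds ratio 4.60, p = 2.75e-19), or 30.6% of the Activin-A DEGs. Of these, 12 were higher and 16 lower with both treatments, 21 were higher with Activin-A and lower with IFN-γ, and 17 the reverse, so that 42.4% had the same direction. Both comparisons use the same untreated wells, which ties their estimates. With the effect of IFN-γ taken from the wells at 4 hrs, 34 genes were shared and 50% had the same direction, and at 4 hrs, with shared untreated wells, 64.3% of 28. Because the share at 12 hrs was already under 50% with shared wells, there was no shared direction to explain and the test decides nothing.

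Of the 216 Activin-A DEGs, 193 had the same direction for both factors against IFN-γ, and 43 were DEGs in both, with a slope of 0.475 across genes, which are not independent replicates. With the genes chosen the other way round, 82 of the 92 DEGs of both factors against IFN-γ had the same direction with Activin-A alone, with a slope of 0.746. Both slopes are under 1, as a choice of genes by either comparison would favor, so that they do not show a weaker response in the presence of IFN-γ. Of 214 DEGs of Activin-A at 12 hrs tested at 4 hrs, 78 were DEGs at both times, all in the same direction. For IFN-γ, 748 of 817 had the same direction and 361 were DEGs at both times.

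The paper measures STING in YUMM3.3 cells as a protein, and the mRNA of STING and of the enzyme upstream of it, cGAS, was counted here. Tmem173 (ENSMUSG00000024349), which encodes STING, was at 91.7 ± 9.56 CPM in untreated cells at 12 hrs, 74.6 ± 9.51 with Activin-A, 175 ± 7.76 with IFN-γ and 142 ± 15.1 with both (SD, n = 4). With IFN-γ its log2FC was 0.93 at 12 hrs (SE 0.10, adjusted p = 3.08e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.16 at 4 hrs (adjusted p = 6.83e-11 from edgeR), higher in 4 of 4 pairs of wells at each time. Against IFN-γ alone both factors gave -0.30 (SE 0.09, adjusted p = 0.125 from edgeR, and 0.132 to 0.381 over 5 other settings), with all 4 wells below all 4 of IFN-γ alone. Cgas (ENSMUSG00000032344) rose by 0.76 with IFN-γ (SE 0.24, adjusted p = 0.0281 from edgeR, and 0.0228 to 0.145 over 5 other settings), in 4 of 4 pairs. Inhba (ENSMUSG00000041324), which encodes the subunit of Activin-A, had a log2FC of 0.56 with Activin-A (SE 0.13, adjusted p = 0.00189 from edgeR, in 4 of 4 pairs).

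At 4 hrs, Gbp2 had a log2FC of 5.86 with IFN-γ (adjusted p = 6.90e-53), Ccl2 2.02 (adjusted p = 1.95e-26) and Fst 1.34 (adjusted p = 4.71e-25), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With Activin-A alone Pmepa1 had 2.55, Ccn2 1.77 and Fst -0.58 (adjusted p = 2.15e-26, 2.59e-19 and 3.39e-08 from the same edgeR test). Pmepa1 had 2.45 and Ccn2 1.43 for both factors against IFN-γ. Each of these changes had its direction in 4 of 4 pairs of wells. Acta2 and Bgn did not pass with Activin-A (log2FC 0.18 and 0.22, adjusted p = 0.288 and 0.135 from edgeR), and Bgn passed in 2 of the 8 fits without 1 well.

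The IFN score at 4 hrs was 6.02 ± 0.01 (SD, n = 4) with both factors and 6.10 ± 0.02 with IFN-γ alone over 209 genes, a difference of -0.083 (two-sided exact permutation test, p = 0.0286, the smallest possible), and 4.22 ± 0.03 with Activin-A against 4.24 ± 0.04 in untreated cells (difference -0.016, permutation p = 0.514). The Activin-A score at 4 hrs was 6.43 ± 0.04 with both factors and 5.91 ± 0.02 with IFN-γ alone over 96 genes (difference 0.52, exact permutation test, p = 0.0286). The leading principal components at 4 hrs held 84.9% and 5.91% of the variance.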
